# Hemorrhage-activated NRF2 in tumor-associated macrophages drives cancer growth, invasion, and immunotherapy resistance

**DOI:** 10.1172/JCI174528

**Published:** 2024-02-01

**Authors:** Dominik J. Schaer, Nadja Schulthess-Lutz, Livio Baselgia, Kerstin Hansen, Raphael M. Buzzi, Rok Humar, Elena Dürst, Florence Vallelian

**Keywords:** Inflammation, Oncology, Cancer, Innate immunity, Macrophages

## Abstract

Microscopic hemorrhage is a common aspect of cancers, yet its potential role as an independent factor influencing both cancer progression and therapeutic response is largely ignored. Recognizing the essential function of macrophages in red blood cell disposal, we explored a pathway that connects intratumoral hemorrhage with the formation of cancer-promoting tumor-associated macrophages (TAMs). Using spatial transcriptomics, we found that NRF2-activated myeloid cells possessing characteristics of procancerous TAMs tend to cluster in perinecrotic hemorrhagic tumor regions. These cells resembled antiinflammatory erythrophagocytic macrophages. We identified heme, a red blood cell metabolite, as a pivotal microenvironmental factor steering macrophages toward protumorigenic activities. Single-cell RNA-Seq and functional assays of TAMs in 3D cell culture spheroids revealed how elevated intracellular heme signals via the transcription factor NRF2 to induce cancer-promoting TAMs. These TAMs stabilized epithelial-mesenchymal transition, enhancing cancer invasiveness and metastatic potential. Additionally, NRF2-activated macrophages exhibited resistance to reprogramming by IFN-γ and anti-CD40 antibodies, reducing their tumoricidal capacity. Furthermore, MC38 colon adenocarcinoma–bearing mice with NRF2 constitutively activated in leukocytes were resistant to anti-CD40 immunotherapy. Overall, our findings emphasize hemorrhage-activated NRF2 in TAMs as a driver of cancer progression, suggesting that targeting this pathway could offer new strategies to enhance cancer immunity and overcome therapy resistance.

## Abstract 2

pMicroscopic hemorrhage is associated with the emergence of procancerous tumor-associated macrophages (TAMs), which drive cancer growth, invasion, metastasis, and immunotherapy resistance via heme/NRF2 signaling./p

## Introduction

Hemorrhage is omnipresent in solid cancers, occurring at macroscopic and microscopic levels due to invasive tumor growth, pathological vascularization, and therapy-induced or spontaneous necrosis. While traditionally perceived as a disease complication with occasional catastrophic clinical outcomes, the role of hemorrhage as a biological modifier influencing cancer progression and therapeutic responses remains unexplored, creating a unique research gap.

Macrophages, the primary immune cells patrolling the microenvironment of solid cancers, provide an intriguing link between tumor hemorrhage and cancer biology. With their dynamic phenotype and functional versatility, macrophages can respond to diverse spatiotemporal signals to either aid in disease control or contribute to cancer progression (1–4). Tumor-associated macrophages (TAMs) can adopt antitumoral functions when adequately activated by tumor-specific T cells through interferon-γ (IFN-γ) or CD40 signaling (5, 6). Conversely, antiinflammatory cytokines and metabolic stressors, such as fluctuations in pH, electrolyte, or oxygen concentrations, can promote the emergence of procancerous TAMs (7–14). These procancerous TAMs have impaired tumoricidal functions, promote angiogenesis, enable epithelial-mesenchymal transition (EMT), and suppress T cell functions (15–17). The discovery of cellular markers for procancerous TAMs such as SPP1 and CD163 (18–21) in humans and Arg1 (22) in mice has led to extensive research across many cancer types, confirming their association with poor disease outcomes (19, 21–23). As a result, repolarizing of procancerous TAMs into cancer-fighting macrophages, for example, by agonistic anti-CD40 antibodies, presents a promising therapeutic avenue (24, 25).

In healthy and cancerous tissues, macrophages are pivotal in resolving hematomas, ensuring homeostasis, and fostering a microenvironment that promotes tissue repair (26). Macrophages possess unique capabilities to engulf damaged red blood cells (RBCs) and detoxify heme and iron by upregulating heme oxygenase 1 (HMOX1) and antioxidant metabolic pathways regulated by the transcription factor NFE2L2 (NRF2) (27). This macrophage response is considered a “cold” inflammation, because it does not activate an immune response against self-antigens released en masse by damaged cells. However, this response may prove counterproductive in a hemorrhagic tumor by fueling cancer growth in an immunologically cold tumor microenvironment (27, 28).

Our previous work revealed that heme, a metabolite derived from RBCs, activates NRF2 in macrophages, inducing a profound metabolic switch. The NRF2-polarized macrophages undergo reprogramming into erythrophagocytes with a reparative phenotype, compromised immune functions, and remarkable resistance to proinflammatory stimuli (27, 29). Interestingly, these NRF2-polarized erythrophagocytes share phenotypic similarities with procancerous TAMs, such as high HMOX1 and scavenger receptor MARCO expression, while MHC class II is profoundly suppressed. This observation suggests that hemorrhage-derived heme could be an overlooked factor in the cancer microenvironment, promoting the emergence of procancerous TAMs.

Here, we define a trajectory connecting intratumoral hemorrhage to the formation of cancer-promoting TAMs. By analyzing the transcriptomes of human cancers, perinecrotic cancer microenvironments, and artificial hematomas, we discovered substantial similarities between heme-polarized reparative macrophages and cancer-promoting TAMs. Using innovative models to assess TAM functions in 3D cell culture and mice, we demonstrated that upstream heme signaling through NRF2 reprograms macrophages to fuel cancer growth, invasion, metastasis, and resistance to immunotherapy. Targeting and disrupting heme-NRF2 signaling in macrophages may enhance antitumor immune responses and amplify the effectiveness of existing immunotherapies.

## Results

### Tumor hemorrhage connects with procancerous TAM identities.

In the hemorrhagic tissue milieu, macrophages engulf RBCs, leading to pronounced induction of HMOX1 expression (30, 31). Building on this understanding, we postulated that HMOX1 expression within a comprehensive tumor gene expression data set could serve as a marker for investigating the influence of microhemorrhage on the development of CD163^+^ and SPP1^+^ TAMs, which are implicated in tumor progression. First, we analyzed the survival outcomes of over 11,000 patients from The Cancer Genome Atlas (TCGA) Pan-Cancer (PANCAN) database (https://www.cancer.gov/tcga), categorizing them based on their *CD163* and *SPP1* expression levels. Our analysis corroborated the association of elevated *CD163* and *SPP1* levels with diminished survival in patients with solid cancer types. Subsequently, our goal was to construct regression models to evaluate how *HMOX1* expression predicts *CD163* and *SPP1* expression compared with other established TAM modifiers. We compiled a comprehensive list of known macrophage-polarizing stimuli and their representative marker genes from existing literature. This list included T cell markers (*CD4*, *CD8A*), the macrophage growth factor *CSF1*, a spectrum of pro- and antiinflammatory cytokines (*TNF*, *IL1B*, *IL6*, *IL10*), and the oxidative stress marker glutamate-cysteine ligase modifier subunit (*GCLM*). Before modeling, we ensured that the RNA count data for these genes, log_2_-transformed and batch-corrected (log_2_[count + 1]), conformed to a normal distribution. Linear regression models were then developed using *CD163* and *SPP1* as dependent variables, with the microenvironmental factors, including *HMOX1*, as independent variables or predictors (Figure 1, A and B). The model for *CD163* expression demonstrated high accuracy (*r*^2^ = 0.71), with *IL10* and *IL6* positively influencing and *IL1B* and *TNF* negatively influencing *CD163* levels, aligning with existing literature on cytokine impacts on *CD163* expression (32). The model for *SPP1*, though less robust (*r*^2^ = 0.30), was still statistically significant. The negative correlation of *SPP1* expression with *CD8A* further supports the role of SPP1^+^ TAMs in immune suppression (33). *HMOX1* was identified as a strong positive predictor for both TAM markers, suggesting that intratumoral heme exposure due to microhemorrhage may be a critical factor in fostering cancer-promoting TAMs.

Next, we aimed to identify TAM phenotypes in hemorrhagic tumors. We established an experimental model of therapy-induced hemorrhagic tumor necrosis by treating GFP-MC38 tumor–bearing mice with a single injection of the anti-CD40 agonist antibody FGK4.5 seven days after subcutaneous tumor cell injection (Figure 1C). We selected the MC38 colon adenocarcinoma model because these tumors are known to be sensitive to anti-CD40 immunotherapy (34). Three days after the anti-CD40 antibody injection, the tumors were collected for histology and genome-wide spatial analysis of mRNA expression. In tumor samples from 2 mice, HE histology revealed extensive tumor necrosis with RBC extravasation into the necrotic areas (Figure 1D), thus confirming the presence of hemorrhagic tumor tissue. Then, we performed spatial gene expression analysis to achieve more detailed phenotyping; this analysis discriminated zones of remaining viable cancer cells surrounded by hemorrhagic necrosis, as evidenced by the enrichment of RBC-derived mRNA (*Hbb-bs*) (Figure 1E). In these hemorrhagic regions, we found an increased *Cd68* signal, confirming macrophage infiltration, superimposed by upregulated expression of *Hmox1* and *Arg1*, the latter of which is the archetypal marker for procancerous and immunosuppressive TAMs in mice (22), similar to *CD163* and *SPP1* in human cancers.

Finally, since key characteristics of antiinflammatory erythrophagocytic macrophages are driven by activated NRF2, we plotted an expression score of NRF2-activated genes. The results suggested high NRF2 activity in the *Cd68*^hi^*Hmox1*^hi^*Arg1*^hi^ tumor regions (Figure 1E). In summary, these data indicate that hemorrhage enforces the accumulation of macrophages with a phenotype consistent with immunosuppressive and procancerous TAMs.

### RBCs and heme drive the generation of TAM-like macrophages with an immunocompromised phenotype.

Experimentally manipulating the tumor microenvironment to study phenotype-driving factors poses substantial challenges. Hence, we examined macrophages within modifiable artificial tissue scaffolds based on Matrigel plug constructs, which we subcutaneously placed in mice (Figure 2A). In the first model, we focused on the effect of a hemorrhage on macrophage phenotypes. We enriched Matrigel with fibroblast growth factor (FGF), resulting in variable plug vascularization and hemorrhage. Seven days after subcutaneous injection, plugs were explanted, and blinded investigators classified them as non-hemorrhagic (white/gray appearance) or hemorrhagic (red/yellow appearance, indicating the presence of hemoglobin, heme, and bilirubin) (Figure 2B). For both conditions, flow cytometry revealed infiltration of CD11b^+^F4/80^+^ macrophages. However, the degree of MHC class II expression was significantly lower in the hemorrhagic compared with the non-hemorrhagic plugs (Figure 2C). This observation suggests that macrophages accumulating in a hemorrhagic tissue microenvironment exhibit an immunocompromised phenotype.

In the second set of experiments, we focused on the specific role of RBC-derived heme as an inducer of this MHC class II^lo^ macrophage phenotype by incorporating mouse RBCs (RBC-heme) or heme-depleted RBC-ghosts into the Matrigel (Figure 2D). Again, we detected CD11b^+^F4/80^+^ macrophages in both plug types. MHC class II expression was lower in the RBC-heme plugs (Figure 2E). In addition, multiplexed-fluorescence immunohistochemistry demonstrated that the infiltrating macrophages in the RBC-heme plugs were HMOX1 positive and iron loaded, consistent with a post-erythrophagocytic state, which was observed at higher magnification by the visualization of ingested RBC remnants (Figure 2F and Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI174528DS1). This suggests that erythrophagocytosis is the principal route of heme delivery into the cells. Compared with the heme concentration within RBCs (~18 mM), the cell-free hemoglobin and heme concentrations in the plugs were low (Supplemental Figure 1, B and C).

To further delineate whether these RBC-heme–transformed macrophages share the phenotypic features of procancerous TAMs, we recovered macrophages from collagenase-digested RBC-heme or RBC-ghost plugs with F4/80 antibody–coupled magnetic beads and performed single-cell RNA-Seq (scRNA-Seq) analysis (Figure 3A). We identified 6,434 macrophages (Figure 3B) and functionally classified them using published gene sets for specific macrophage functions (35). This analysis assigned the 7 Leiden clusters to 4 major functional groups: phagocytosis, oxidative stress, antigen presentation, and cell cycling (Figure 3B and Supplemental Figure 1D). The category distributions are consistent with the pathway score intensities per cell. The predominant effect of heme-containing RBCs compared with RBC-ghosts was the emergence of a large population of macrophages attributed to the oxidative stress state with high expression of NRF2 target genes and a reduction in cells designated for antigen presentation (Figure 3C and Supplemental Figure 1E).

Heme-exposed macrophages in RBC-heme plugs were characterized by high expression of genes related to the metabolism of heme (*Hmox1*), iron (*Slc40a1*), and antioxidants (*Gclm*, *Prdx1*). They also expressed the procancerous TAM markers *Arg1* and *Spp1* (Figure 3D). In contrast, MHC class II expression (*H2-Ab1*, *H2-Eb1*) was diminished within these macrophages. The different macrophage phenotypes in RBC-heme plugs versus RBC-ghost plugs were confirmed in independent experiments by quantitative reverse transcriptase PCR analysis of selected signature genes (Figure 3E). These data support that heme exposure leads to the emergence of *Arg1*^hi^*Spp1*^hi^ macrophages.

Finally, we projected the gene expression score defining the RBC-heme–induced *Arg1*^hi^*Spp1*^hi^ oxidative stress macrophages into the spatial gene expression map of the hemorrhagic GFP-MC38 tumors. We found a high score intensity in the hemorrhagic necrosis zones around the viable cancer tissue remnants (Figure 3F). This supports the idea that the macrophages in our Matrigel scaffold model represent hemorrhage-associated TAMs.

Collectively, these data suggest that the sequence of RBC extravasation, erythrophagocytosis, and intracellular heme signaling generates *Arg1*^hi^*Spp1*^hi^ macrophages. These cells exhibit an NRF2-regulated antioxidant gene expression profile and attenuated immune function, sharing strong phenotypic characteristics with procancerous TAMs. From this point forward, we refer to these macrophages as heme-TAMs.

### Mixed-cell-type spheroids support the generation and maintenance of heme-TAMs in an experimental tumor microenvironment.

In the next step, we sought to develop a model to facilitate the generation and functional characterization of heme-TAMs in vitro. To do this, we tested whether treating bone marrow–derived macrophages (BMDMs) with heme in cell culture would transform them into heme-TAMs. 

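For this experiment, bone marrow of C57BL/6J mice was differentiated with M-CSF (100 ng/ml), and on day 3 the cultures received 300 μM heme-albumin or, as controls, albumin alone. RNA was collected on day 7 and sequenced as stranded TruSeq libraries from 3 control and 3 heme-treated BMDM cultures, each from 1 mouse. Every RNA sample had an integrity number above 9. The labels of the data name STAR 2.7.0, featureCounts and the mouse assembly GRCm38.p5; the strand setting and the annotation release are not given in the sources used here. The authors deposited whole-number read counts per Ensembl gene for each library, with no normalization. The totals were 32994595, 31316657 and 30509099 counts in the control libraries and 32366848, 27201038 and 29338776 counts in the heme libraries. Of the 25700 gene identifiers, 25587 received a symbol from GENCODE M21, and the 113 others held 0.0706% of all counts. A difference between heme-treated and control BMDMs was tested with edgeR's quasi-likelihood test on the 12433 genes that passed edgeR's filter on low counts (filterByExpr), after TMM normalization, and a gene was called at an adjusted p (Benjamini-Hochberg) under 0.05. Levels are given below as TMM-normalized CPM, counts scaled to a common library size. A count of 0 in 1 library allows a level of up to 0.119 CPM (3 counts in the shallowest library), and such limits cover counting error only. Lists of genes written before the data were examined, 37 in all, were tested as sets with camera (limma), with adjustment over the lists. Whether the replicate numbers pair control and heme cultures of the same mouse is not stated in the labels, so the groups were compared unpaired. The 20 most abundant genes held 17.4% to 19.3% of the counts in control libraries and 24.6% to 26.7% in heme libraries, and mitochondrial genes held 0.739% ± 0.119 and 0.490% ± 0.0442 (SD, n = 3).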

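Heme-treated BMDMs carried far more Hmox1 and Marco mRNA than control BMDMs and less mRNA of the MHC class II chains. Hmox1, which encodes the heme-degrading enzyme heme oxygenase 1 (chromosome 8 of GRCm38, from 75093621 to 75100589), rose from 584 ± 57.7 to 20999 ± 695 CPM (SD, n = 3 mice per group). Marco, a class A scavenger receptor gene (chromosome 1, from 120474538 to 120505024), rose from 153 ± 35.6 to 1402 ± 402 CPM (SD, n = 3). H2-Ab1 and H2-Eb1, genes of class II beta chains on chromosome 17, fell from 21.9 ± 4.41 to 5.97 ± 0.940 CPM and from 19.2 ± 1.68 to 3.67 ± 1.21 CPM (SD, n = 3). Cd74, the gene of the invariant chain that escorts class II molecules (chromosome 18, from 60803848 to 60812652), fell from 97.9 ± 17.1 to 51.8 ± 7.29 CPM (SD, n = 3). In edgeR's test, the log2 fold changes (heme over control) were 5.17 for Hmox1 (standard error 0.12, adjusted p = 2.56e-09) and 3.19 for Marco (standard error 0.22, adjusted p = 1.91e-06). They were -1.88 for H2-Ab1 (standard error 0.17, adjusted p = 1.07e-05), -2.39 for H2-Eb1 (standard error 0.19, adjusted p = 4.07e-06) and -0.92 for Cd74 (standard error 0.14, adjusted p = 0.000297). For each of these 5 genes, the 3 heme libraries did not overlap the 3 control libraries (exact two-sided permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). The other Figure 4A genes rose as well, from a log2 fold change of 1.73 for the heme transporter gene Slc48a1 to 4.77 for Nqo1, a quinone reductase gene. Of the 11 Figure 4A genes, 8 rose and 3 fell, and the counts were the same when adjusted over the list alone; the study shows these genes for these same libraries, so the list is not independent evidence of its direction. Its set test gave an adjusted p = 0.00284, and an adjusted p = 0.235 with an estimated correlation.

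Of 10 measured genes of MHC class II antigen presentation, 6 fell, 3 rose and 1 did not pass the test, with the same counts when adjusted over the list alone. Those that fell include the alpha chain gene H2-Aa (log2 fold change -1.93, adjusted p = 1.9e-05) and Ciita, the class II transactivator gene (-1.70, adjusted p = 0.002). Those that rose are the H2-DM genes, whose product loads peptides onto class II molecules: H2-DMa (0.68), H2-DMb1 (0.28) and H2-DMb2 (1.75). The positions of Ciita and H2-DMa overlap other genes with more counts, whose reads may be shared with them. With library sizes as the only scaling, H2-DMb1 did not pass the test (0.06, adjusted p = 0.502). As a set, the list was not shifted in 1 direction against other genes (adjusted p = 0.296, and adjusted p = 0.702 with an estimated correlation). Its median log2 fold change was -1.25. Changes in either direction were more frequent in it. At an absolute log2 fold change of 0.5 and an unadjusted p of 0.001, 7 of the 10 genes passed (70%). Of all tested genes, 32.1% passed (Fisher's exact test, adjusted p = 0.0353). Of 21 genes of MHC class I antigen presentation, 14 fell (15 when adjusted over the list alone), 2 rose and 5 did not pass the test; with library sizes as the only scaling, 19 fell and 2 did not pass the test. The fall included the nonclassical class I gene H2-Q4 (-1.89), H2-Q6 and H2-Q7, near copies of each other that may share reads (-2.30 and -2.28), and the immunoproteasome subunit gene Psmb9 (-1.90). The position of Psmb9 overlaps another gene with more counts, whose reads may be shared with it. One of the genes that rose was Calr, a chaperone of the peptide-loading complex (0.37, adjusted p = 0.0196). It did not pass the test with library sizes as the only scaling (adjusted p = 0.307) or without control replicate 3, heme replicate 2 or heme replicate 3 (adjusted p = 0.0706, 0.0654 and 0.0514). The class I set was lower (adjusted p = 0.00011, and adjusted p = 0.39 with an estimated correlation). In the same libraries, 7 of 10 measured monocyte markers rose, 2 fell and 1 did not pass the test, also when adjusted over the list alone (set test, adjusted p = 0.0222, and adjusted p = 0.39 with an estimated correlation). Ly6c2, which encodes a monocyte surface antigen, rose from 0.334 ± 0.0838 to 39.1 ± 1.45 CPM (SD, n = 3), while the chemokine receptor gene Ccr2 had a log2 fold change of -0.90.

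**Figure D1:**
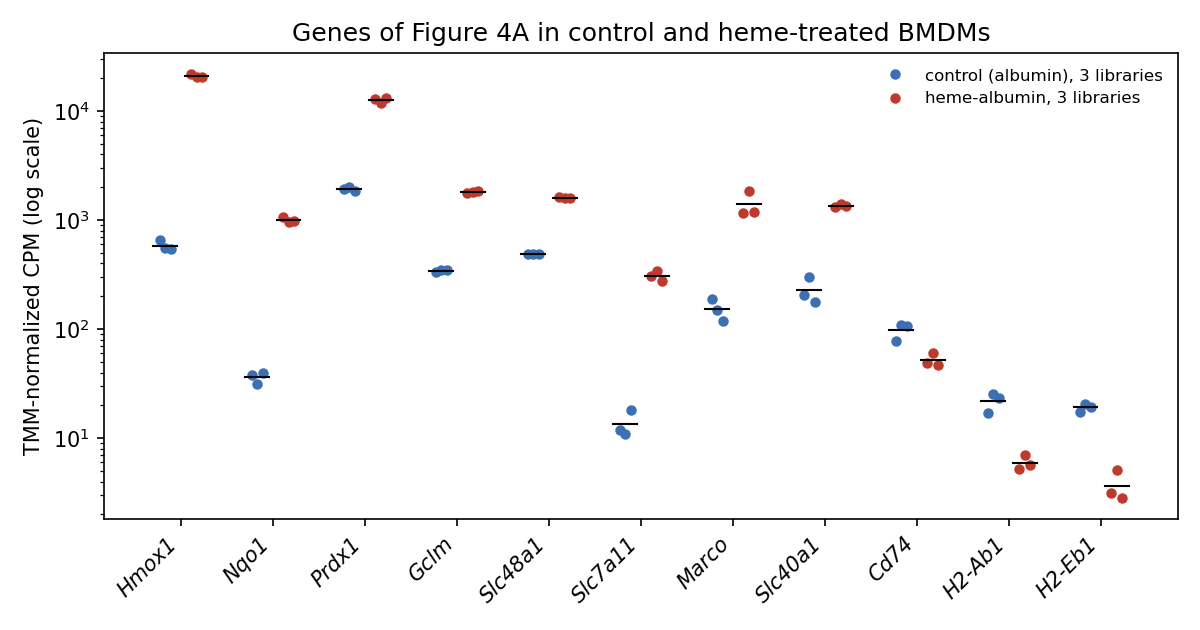
TMM-normalized CPM (log scale) of the 11 Figure 4A genes in 3 control and 3 heme-treated BMDM libraries. Points are libraries and black lines are group means; for each gene, the points of the groups do not overlap.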

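All 41 measured genes of the NRF2 target list, a group that encodes enzymes and transporters of the antioxidant and detoxification response, rose in heme-treated BMDMs, also when adjusted over the list alone. Their median log2 fold change was 1.34. The largest changes, beside Hmox1 and Nqo1, were those of the glutathione S-transferase gene Gsta4 (5.13, standard error 0.23, from 0.638 ± 0.196 to 22.6 ± 4.48 CPM; SD, n = 3) and of Slc7a11, the gene of the cystine transporter xCT (4.51, standard error 0.18, from 13.6 ± 3.82 to 309 ± 33.2 CPM; SD, n = 3). Gclm, the regulatory subunit gene of the first enzyme of glutathione synthesis, had a log2 fold change of 2.40, the peroxiredoxin gene Prdx1 of 2.72 and the glutathione reductase gene Gsr of 1.70. Gstm1, another glutathione S-transferase gene of a family whose members may share reads, had one of 3.05. Nfe2l2 and Keap1, the genes of NRF2 itself and of its cytoplasmic inhibitor, had log2 fold changes of -0.31 and -0.51 (adjusted p = 0.00309 and 0.00219). The set was higher than other genes (adjusted p = 3.83e-18, and adjusted p = 0.0576 with an estimated correlation). The list shares 5 genes with Figure 4A, and the 36 others also rose. At the thresholds that the legend of Figure 4B gives, an absolute log2 fold change of 0.5 and an unadjusted p of 0.001, 36 of the 41 genes passed (87.8%), against 32.1% of all tested genes (odds ratio 15.3, Fisher's exact test, adjusted p = 3.39e-12). With library sizes as the only scaling, 37 of the 41 rose and 4 did not pass the test.

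Genes of heme and iron handling went both ways: of 30 measured, 13 rose, 11 fell and 6 did not pass the test, also when adjusted over the list alone (set test, adjusted p = 0.498). Spic, which encodes a transcription factor of iron-recycling macrophages, rose from 0.287 ± 0.141 to 17.9 ± 3.45 CPM (SD, n = 3), and the iron exporter gene Slc40a1 had a log2 fold change of 2.57. Tfrc, the transferrin receptor gene, fell from 346 ± 35.2 to 17.6 ± 1.35 CPM (SD, n = 3), and Ncoa4, the gene of a receptor for ferritin breakdown, had a log2 fold change of -1.23. The median of the list was 0.11; with library sizes as the only scaling, 9 rose and 12 fell, and it was -0.11. All 6 genes of metallothioneins and zinc handling rose (adjusted p = 0.0011, and adjusted p = 0.235 with an estimated correlation), also when adjusted over the list alone. Among them, the metallothionein gene Mt2 had a log2 fold change of 1.84 and the zinc exporter gene Slc30a1 of 1.36. Of 10 genes of the pentose phosphate pathway, which yields NADPH, 6 rose, 1 fell and 3 did not pass the test, with the same counts when adjusted over the list alone. They include H6pd (1.35), Taldo1 (1.29) and Pgd (1.20), enzymes of the pathway, and Prps2, a phosphoribosyl pyrophosphate synthetase gene (-0.68). The pentose phosphate set was higher (adjusted p = 0.0378, and adjusted p = 0.515 with an estimated correlation), but not without control replicate 2 (adjusted p = 0.051). In the same libraries, 11 of 12 measured neutrophil markers rose and 1, the receptor gene Csf3r, fell (-1.08), also when adjusted over the list alone. The median of these markers was 3.47, also with the gene that had no count in the controls at its lower bound (set test, adjusted p = 0.000147, and adjusted p = 0.413 with an estimated correlation).

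**Figure D2:**
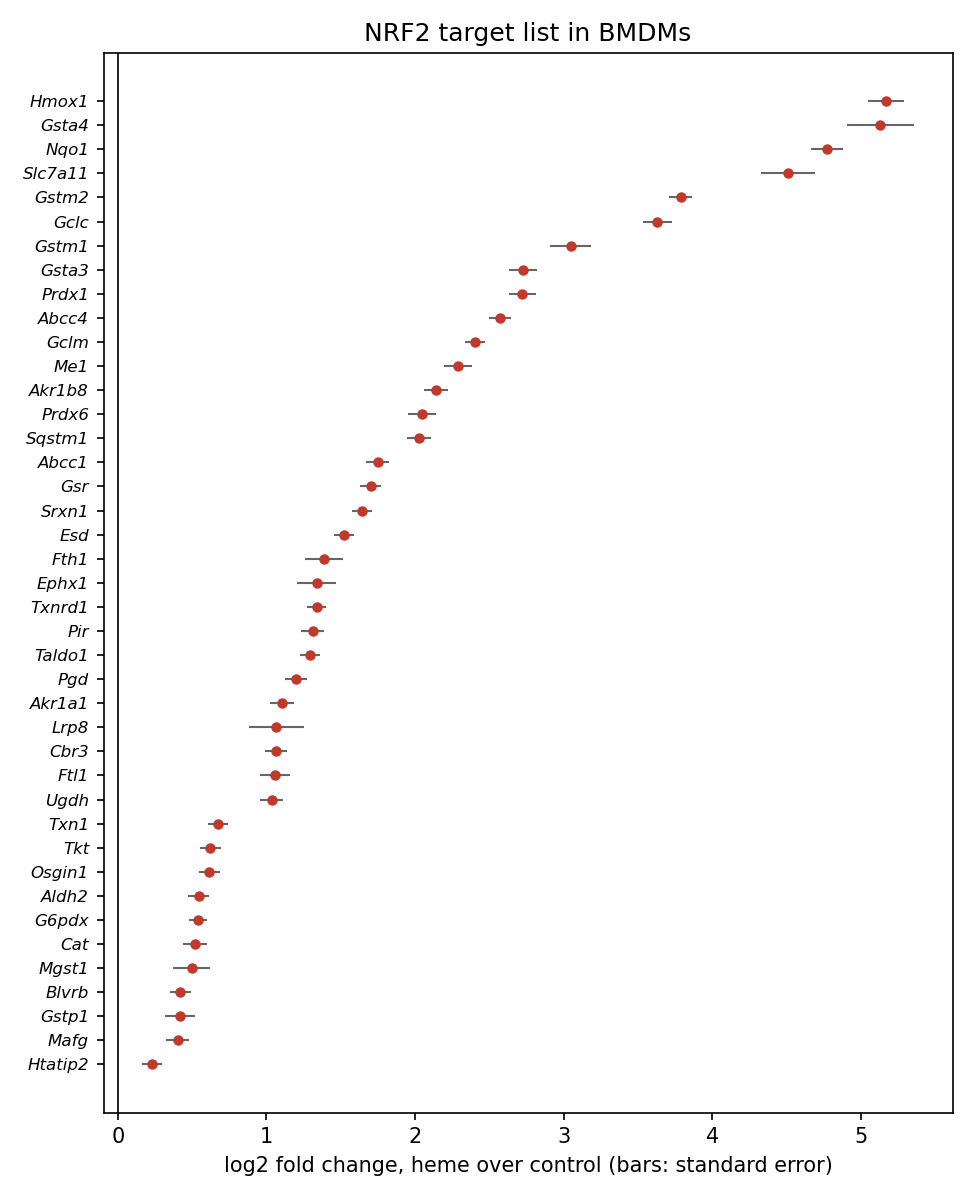
Log2 fold change of heme-treated over control BMDMs for the 41 measured genes of the NRF2 target list. Points are edgeR's estimates and bars their standard errors; the estimates run from 0.23 to 5.17.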

Bulk RNA-Seq (Figure 4A) revealed that heme exposure induced a *Hmox1*^hi^*Marco*^hi^*MHC class II*^lo^ macrophage phenotype and strong expression of NRF2-regulated genes (Figure 4B). However, these cells showed weak expression of the TAM marker gene *Arg1*, indicating that heme treatment alone was insufficient to induce the full heme-TAM phenotype. Therefore, we explored whether additional tissue microenvironmental factors could synergize with heme. 

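Markers of pro-tumor macrophages went both ways in heme-treated BMDMs, with several matrix metalloproteinase genes higher and genes of several scavenger and uptake receptors lower. Spp1, the osteopontin gene and a marker of tumor-associated macrophages, rose from 6361 ± 1776 to 14644 ± 2594 CPM (SD, n = 3; log2 fold change 1.20, standard error 0.21, adjusted p = 0.000761); its position overlaps a further annotated transcript whose reads may be shared with it.

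Of 23 measured pro-tumor macrophage markers, 13 rose, 7 fell (8 when adjusted over the list alone) and 3 did not pass the test. The matrix metalloproteinase genes Mmp8 (log2 fold change 5.40, standard error 0.13), Mmp13 (5.02, standard error 0.13) and Mmp12 (4.33, standard error 0.13) rose most, and Mmp12 reached 8234 ± 975 CPM (SD, n = 3). The mannose receptor gene Mrc1 fell from 1030.4 ± 74.1 to 29.1 ± 9.38 CPM (SD, n = 3), the apolipoprotein gene Apoe had a log2 fold change of -3.38, and the folate receptor gene Folr2 of -3.33. As a set, these markers were not shifted in 1 direction against other genes (adjusted p = 0.196, and 0.024 with library sizes as the only scaling). Changes in either direction were more frequent among them. At the thresholds of Figure 4B, 18 of the 23 passed (78.3%), against 32.1% of all tested genes (Fisher's exact test, adjusted p = 3.82e-05). Of 18 scavenger receptor genes, 5 rose, 10 fell and 3 did not pass the test, also when adjusted over the list alone (set test, adjusted p = 0.167). Msr1, a class A receptor gene like Marco, rose (2.18), while Stab1 and Stab2, genes of the stabilins, had log2 fold changes of -2.37 and -4.47, and Cd163, the hemoglobin-haptoglobin receptor gene, of -1.71.

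Of 12 genes of complement C1q and opsonins, 7 fell, 3 rose and 2 did not pass the test, also when adjusted over the list alone. C1qa, C1qb and C1qc, the genes of the C1q chains, had log2 fold changes of -4.93, -3.93 and -4.34, and the complement receptor genes Itgax and Itgb2 of 1.30 and 1.03. Of 24 macrophage identity genes, 14 fell, 6 rose and 4 did not pass the test, also when adjusted over the list alone. The transcription factor gene Maf had a log2 fold change of -2.29 and the macrophage marker gene Cd68 of -0.42, while Cx3cr1, a chemokine receptor gene, had one of 1.69, Cebpb, another transcription factor gene, of 1.58 and the leukocyte antigen gene Ptprc of 0.58; the positions of Cx3cr1 and Cebpb overlap other genes with more counts, whose reads may be shared with them. The set tests of these groups gave an adjusted p = 0.11 and 0.0861; both passed with no filter on low counts (adjusted p = 0.0255 each), C1q and opsonins also without heme replicate 2 (0.048) and macrophage identity genes without control replicate 1 (0.0453). Of 8 measured dendritic cell markers, 4 rose and 4 fell, also when adjusted over the list alone, with the surface antigen gene Cd24a at 2.55 and the lectin gene Clec10a at -1.45. Their median log2 fold change was -0.14 and their mean -0.07, and their set test pointed higher (adjusted p = 0.702). The paper concludes that heme alone did not give BMDMs the full heme-TAM phenotype, and it goes on to test heme together with a tumor cell culture supernatant.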

In a factorial study, we treated BMDMs with heme, MC38 colon adenocarcinoma cell culture supernatant, or a combination of both stimuli. Although neither of the 2 stimuli alone could fully induce the expression of *Arg1*, we found a strong synergistic effect (Figure 4C), suggesting that heme, in conjunction with factors provided by the tumor cell culture supernatant, serves as a potent signal for the generation of heme-TAMs.

Next, we established a 3D culture of MC38 cancer cells mixed with heme-treated BMDMs in microwell plates to mimic the tumor microenvironmental TAM niche more accurately (Figure 4D). This procedure generated tumor spheroids with uniformly interspersed macrophages (Figure 4E). We profiled the transcriptome of macrophages within these spheroids using scRNA-Seq 24 hours after spheroid formation. To test the robustness of heme as a TAM phenotype driver, we conducted a multiplexed experiment evaluating different macrophage pretreatments consisting of heme alone and combinations of heme with the classical M1-polarization stimuli IFN-γ and LPS (Figure 4F). Macrophages were identified by *Ptprc* (CD45) expression (Figure 4G) and subjected to principal component analysis (PCA) based on the highly variable genes (Figure 4H and Supplemental Figure 2A). PC1 separated all heme-exposed macrophages from cells treated solely with IFN-γ or LPS, describing a dominant heme effect that superseded the impact of the proinflammatory stimuli. Analysis of all mRNA transcripts sorted by their weighted contribution to PC1 (PC1 loading) revealed that high expression of the TAM marker gene *Arg1*, NRF2 target genes (e.g., *Gstm1*), and TAM-associated matrix remodeling genes (*Mmp8*, *Mmp12*) was highly discriminative, as was suppression of MHC class II genes (*H2-Ab1*, *H2-Aa*), *Cd74*, and *C1qa* (Figure 4I). Moreover, macrophages exposed to heme had higher expression levels of *Hmox1*, *Marco*, and the TAM marker *Spp1* (Figure 4J). Before conducting functional studies, we wanted to confirm the stability of the heme-TAM phenotype during extended spheroid culture. Therefore, we analyzed macrophages extracted from spheroids after 4, 8, and 10 days (Supplemental Figure 2, B and C). Based on expression data for *Marco*, *Arg1*, *Spp1*, *Cd74*, and *H2-Ab1*, the macrophage phenotype was remarkably stable (Supplemental Figure 2D).

In summary, we discovered that within the microenvironment of a spheroid culture system, heme exposure drives the transformation of macrophages into *Arg1*^hi^*Spp1*^hi^ heme-TAMs with an enhanced matrix remodeling program and suppressed immune marker genes. Furthermore, heme-TAMs resist inflammatory rewiring by IFN-γ and LPS.

### Heme-TAMs prevent cancer cell apoptosis and drive growth, invasiveness, and metastasis.

We next established an experimental framework to study the impact of heme-TAMs on growth and phenotype of cancer cells (Supplemental Figure 3A). In the first step, we cultured GFP-MC38 cells alone or with heme-treated macrophages in 96-well ultra-low-attachment plates. We monitored spheroid growth and apoptosis as GFP fluorescence and annexin V accumulation using a live-cell imaging system. In the tumor-cell-only spheroids, we observed a decay in GFP fluorescence after day 4, coinciding with increasing annexin V fluorescence. In contrast, GFP fluorescence progressively increased without an annexin V signal in the mixed-cell-type spheroids (Figure 5, A and B). This was consistent with ATP measurements in single spheroids, which decreased after day 4 in the tumor-cell-only spheroids but increased in the mixed-cell-type spheroids (Supplemental Figure 3B). In a complementary setup, we cultured the same cells in microwell plates and collected numerous uniform spheroids for metabolic flux analysis at different time points. Again, on days 8 and 10 in culture, tumor-cell-only spheroids decayed metabolically, while the mixed-cell-type spheroids demonstrated an unaltered oxygen consumption rate throughout the 10-day culture period (Supplemental Figure 3C). Collectively, we observed that after 4 days, the size of GFP-MC38 spheroids regressed, and the tumor cells underwent apoptosis and decayed metabolically. In contrast, the presence of heme-TAMs within spheroids prevented apoptosis, supporting the extended growth of metabolically viable spheroids up to 10 days of culture.

To understand the impact of heme-TAMs on the cancer cell phenotype, we conducted multiplexed scRNA-Seq experiments with tumor-only and mixed-cell-type spheroids collected on days 4, 8, and 10 after formation. Before we processed the cells for scRNA-Seq, we measured the size and fluorescence intensity of each analyzed spheroid by fluorescence microscopy to confirm the heme-TAM–supported spheroid growth (Figure 5C). After quality control and demultiplexing, macrophages were excluded from the analysis, and Leiden clustering of the tumor cells defined 3 clusters per condition (Supplemental Figure 3D). Cell density projections illustrate how the densities migrate through the uniform manifold approximation and projection (UMAP) across time, indicating that the transcriptome undergoes substantial changes (Figure 5D). We then used gene set enrichment analysis (GSEA) to extract the dominant functional characteristics for each cluster. The most significantly enriched pathways were related to proliferation, EMT, and the unfolded protein response (UPR) (Supplemental Figure 3D). An analysis of the proportion of tumor cells attributed to each cluster/functional category on days 4, 8, and 10 revealed that tumor cell spheroids were proliferative and in a state of EMT on day 4 but entering the UPR state afterward, with most cells projecting into the UPR cluster on days 8 and 10 (Figure 5E). This is consistent with the progressive apoptosis and metabolic decay of these spheroids. In contrast, tumor cells in the mixed spheroids were predominantly proliferative on day 4, transitioning into a stable state of proliferation and EMT. The expression of selected signature genes for proliferation, EMT, and UPR is highlighted in Supplemental Figure 3E.

EMT is a physiological process that enhances invasiveness and is thus a key determinant of cancer progression (36). In mixed spheroids, heme-TAMs dramatically increased the invasion of GFP-MC38 tumor cells, which progressed for more than 4 days after the spheroids were embedded into an extracellular matrix (Figure 5, F and G). The ultimate disease correlate of EMT is cancer metastasis. Consequently, we collected spheroids 5 days after formation and injected approximately 750 intravenously into mice. Three weeks after injection, we observed substantially more extensive pulmonary metastasis in mice injected with mixed spheroids than in those injected with tumor cell spheroids (Figure 5H). Taken together, our findings suggest that heme-TAMs promote tumor cell proliferation and EMT, fostering an invasive and highly metastatic cancer phenotype.

### Heme-TAMs resist tumoricidal transformation by IFN-γ.

Inflammatory macrophage activation in the tumor microenvironment is a critical component of the antitumor immune response and an emerging therapeutic concept (25). So far, we have focused our functional studies on the procancerous effects of heme-TAMs, ignoring the comparison with other macrophage polarization states. We mixed GFP-MC38 cells with BMDMs that were either untreated, representing an undetermined polarization state, or pretreated with heme, IFN-γ, or heme plus IFN-γ, and monitored spheroid growth and regression over time (Figure 6A). Our findings showed that untreated macrophages had a tumoricidal effect immediately after spheroid formation, which IFN-γ further enhanced. In contrast, heme-pretreated BMDMs were not tumoricidal and instead promoted tumor cell growth, as seen before. This pattern of spheroid growth was not altered when heme-TAMs were treated with IFN-γ, suggesting that heme-TAMs were resistant to the tumoricidal effect of IFN-γ. This is consistent with a bulk RNA-Seq experiment with BMDMs, which demonstrated that heme substantially repressed the IFN-γ–induced transcriptional response. This repression included *Cxcl9*, *Cxcl10*, and *Cxcl11*, which have been identified as prognostically favorable markers of an antitumor microenvironment (18) (Figure 6B).

We repeated the identical experiment using scRNA-Seq as a readout to obtain more in-depth insight into the effects of differently polarized BMDMs on MC38 tumor cells. We stimulated BMDMs with heme, IFN-γ, or heme plus IFN-γ, and measured mitochondrial function and the glycolytic rate of BMDMs using a Seahorse metabolic flux analyzer (Seahorse XFe24 Analyzer, Agilent) to confirm maintained viability (Supplemental Figure 4A). Spheroids were then generated and cultured in microwell plates. Before spheroids were dissociated and labeled for multiplexing, the size and fluorescence intensity of each spheroid were quantified on day 9. These data confirmed the enhanced tumoricidal activity of IFN-γ–treated BMDMs (red violin plot) compared with untreated BMDMs and that heme exposure made macrophages resistant to the induction of tumoricidal activity by IFN-γ (Figure 6C). Then, an equal number of cells per condition was processed for scRNA-Seq, and a UMAP of 6,808 MC38 tumor cells color-coded for conditions was created (Figure 6D); based on *Ptprc* (CD45) expression, macrophages were excluded from this analysis (Supplemental Figure 4B). Subsequently, we used Leiden clustering to define 3 tumor cell clusters, assigning each cell to a functional state representing proliferation, EMT, or UPR (Figure 6E and Supplemental Figure 4, C and D). In spheroids without macrophages, tumor cells were mainly in the UPR state. Most tumor cells were proliferative in spheroids with untreated BMDMs or IFN-γ–treated BMDMs (Figure 6E). This is a sequela of the tumoricidal macrophage activity, which triggers the compensatory proliferation of the remaining tumor cells. In contrast, in spheroids containing heme-pretreated BMDMs, most tumor cells were in the EMT state, irrespective of IFN-γ treatment.

To integrate the gene expression analysis with the information obtained by the size and fluorescence intensity quantification of the spheroids, we plotted normalized cell densities (Figure 6F) alongside the pathway score intensities for UPR, proliferation, and EMT (Figure 6G). The data visualize that a very high cell density projects on the UMAP area representing EMT in the spheroids containing heme-TAMs, irrespective of whether the macrophages have been treated with IFN-γ. This allowed us to discern that heme abrogates the tumoricidal activity of macrophages, supporting the growth of large cancer spheroids in a persistent EMT state.

We validated our findings in vivo by assessing the metastatic potential of the different spheroids in immunodeficient mice. Three weeks after i.v. injection of an equal number of spheroids per condition and mouse (approximately 750), pulmonary metastases were sparse in mice inoculated with spheroids containing untreated or IFN-γ–treated BMDMs. In contrast, we found extensive metastatic disease in the mice injected with spheroids containing either heme-treated or heme plus IFN-γ–treated BMDMs (Figure 6H and Supplemental Figure 4E). These data confirm that heme exposure undermines the activity of IFN-γ to induce tumoricidal activity in TAMs.

To generalize our findings obtained with MC38 cells, we evaluated the antitumoral activity of heme-pretreated BMDMs using mCherry-4T1 mammary carcinoma cells and GL-261-Luc glioma cells (Supplemental Figure 4F). These tumor cell lines were selected for their representation of different cancer types and their capacity to form spheroids with BMDMs, which was defined in pilot experiments. As with MC38 cells, heme-pretreated BMDMs fostered tumor growth and resistance to IFN-γ with both tumor cell lines. Our data demonstrate that heme exposure in macrophages generates a dominant signal attenuating tumoricidal function and promoting cancer progression.

### Heme signaling progresses via NRF2 to promote heme-TAM transformation, tumor cell growth, invasiveness, and metastasis.

Activation of NRF2 by heme is a strong antiinflammatory signal in macrophages (27), and the analyses presented above indicate that the expressed transcriptome in heme-TAMs is consistently enriched for NRF2 target genes. Therefore, we delineated the role of NRF2 in the heme-TAM transformation process by performing a series of experiments with *Nrf2*-knockout (*Nrf2*-KO) BMDMs, leading to a locked NRF2-off state, and macrophages with KO of the cytoplasmic NRF2 capture protein KEAP1, leading to a locked NRF2-on state, irrespective of the presence or absence of heme (Figure 7A). We found that *Nrf2* KO interrupted the synergistic effects of heme and MC38 cell–conditioned medium on *Arg1* mRNA expression in 2D BMDM cultures (Figure 7B). In mixed-cell-type spheroids, *Nrf2* KO in macrophages reversed the growth-promoting effect of heme-pretreated BMDMs on MC38 cancer cells. Notably, heme-pretreated *Nrf2*-KO BMDMs had paradoxically enhanced tumoricidal activity, consistent with the unchained proinflammatory function of heme without antiinflammatory NRF2 (Figure 7, C and D). Our findings show that NRF2 signaling is essential for macrophages to acquire the heme-TAM phenotype.

Next, to demonstrate that activated NRF2 is sufficient to drive heme-TAM transformation, we analyzed *Keap1*-KO macrophages. In a multiplexed scRNA-Seq experiment comparing the gene expression profiles of untreated wild-type (WT) BMDMs, heme-treated WT BMDMs, and untreated *Keap1*-KO BMDMs, the expression of canonical myeloid markers was similar in both WT and *Keap1*-KO BMDMs, excluding divergent differentiation trajectories of macrophages in response to enhanced NRF2 activity (Figure 7E). However, there were also differences, explaining the divergent UMAP positions of the 3 cell populations. For example, heme-treated BMDMs displayed uniquely high expression of *Hmox1*. In contrast, heme-pretreated WT BMDMs and *Keap1*-KO BMDMs shared increased expression of the NRF2 target genes *Gclm*, *Gsr*, *Slc7a11*, and *Marco*. With the same scRNA-Seq data, we also performed PCA, which is more sensitive for detecting similarities among samples than UMAP-based dimensionality reduction. This analysis revealed that the heme-treated WT BMDMs and the untreated *Keap1*-KO BMDMs were largely overlapping and separate from the untreated WT BMDMs (Figure 7F). The differentially expressed genes defining PC1 and PC2 were highly enriched for NRF2 targets. This confirmed that heme activation of NRF2 is the dominant phenotype driver of heme-TAMs and that constitutive NRF2 activation is sufficient to mimic this phenotype. In line with these gene expression results, we observed that *Keap1*-KO BMDMs fully replicated the growth- and matrix invasion–promoting effects of heme-TAMs in MC38 cancer cell spheroids (Figure 8, A and B).

To validate the procancerous effect of NRF2 activity in TAMs in vivo, we injected GFP-MC38 spheroids containing macrophages with locked NRF2-off or locked NRF2-on i.v. into mice (Figure 8C). We used immunodeficient *Rag2^−/−^γc^−/−^* mice for these studies to avoid interference with endogenous immune responses. Three weeks after i.v. injection of an equal number of spheroids per condition and mouse (approximately 750 spheroids), we observed much more extensive metastatic disease in the mice injected with spheroids containing macrophages with a locked NRF2-on state, irrespective of whether NRF2 was activated by heme or constitutively active as a result of the genetic absence of *Keap1*. In contrast, spheroids containing macrophages with a locked NRF2-off state had low metastatic potential, irrespective of whether the macrophages had been pretreated with heme (Figure 8C and Supplemental Figure 5, A–C).

### Heme NRF2 signaling in hematopoietic cells promotes resistance to immunotherapy.

Finally, we aimed to investigate whether hemorrhage-NRF2 signaling in macrophages could also undermine macrophage reprogramming–based immunotherapy. We first examined whether a hemorrhagic microenvironment changes the transcriptional response of macrophages to agonistic anti-CD40 antibodies. To investigate this, we used our Matrigel scaffold model with RBC-heme or RBC-ghost incorporated (Figure 9A). Seven days after plug placement, we treated the mice with agonistic anti-CD40 antibody. Twenty-four hours later, we detected less expression of *Cxcl9* and *Cxcl10* in F4/80^+^ macrophages of the RBC-heme–enriched plugs, while Hmox1 was superinduced (Figure 9B). The CD40-triggered *Cxcl9* and *Cxcl10* response was significantly more intense when the RBC-heme plugs were placed in conditional *Nrf2*-KO compared with *Nrf2*-WT mice (Figure 9C). This is consistent with the assumption that heme signaling through NRF2 prompted resistance of TAMs to therapeutic reprogramming by anti-CD40 antibodies. To explore the potential therapeutic implications of this finding, we assessed whether active NRF2 within leukocytes of the tumor microenvironment is sufficient to induce resistance to anti-CD40 therapy. We injected GFP-MC38 tumor cells subcutaneously into both flanks of WT mice and those with conditional *Keap1* KO in leukocytes (Figure 9D). After 7 days, the mice were treated with anti-CD40 antibody, and 3 days later, the tumors were recovered for necrosis assessment. On visual inspection of tissue in situ, the tumors in WT animals displayed dark discoloration, providing evidence of extensive tumor necrosis and diminished GFP fluorescence intensity. In contrast, tumors in conditional *Keap1*-KO animals looked viable after treatment with very bright GFP fluorescence (Figure 9E). We also quantified tumor GFP fluorescence intensity after anti-CD40 treatment and found significantly higher fluorescence of the tumors grown in the conditional *Keap1*-KO animals (Figure 9F). These data were substantiated by histology, which revealed extensive tumor necrosis and loss of GFP immunoreactivity in anti-CD40–treated WT mice but not in KO animals (Figure 9E).

To validate the negative interference of heme-NRF2 signaling with CD40-mediated immunotherapy, we performed experiments with *Nrf2*-KO models. Initially, we used our mixed-cell-type spheroid model, which allows us to control heme exposure, NRF2 status, and CD40 activation of macrophages precisely. Live-cell microscopy–based analysis of spheroid growth revealed that antibody-mediated cross-linking of CD40 on macrophages induced vigorous tumoricidal activity, leading to rapid spheroid regression. This effect was not affected by NRF2 status. However, heme pretreatment of WT, not *Nrf2*-KO macrophages, abolished the CD40-induced tumoricidal activity, leading to massive spheroid growth (Figure 9G). These in vitro findings were recapitulated when we injected the spheroids post-formation i.v. into mice. In the first metastasis experiment, we confirmed that CD40 cross-linking on TAMs reduced metastasis formation. A second experiment confirmed that more metastases formed with heme-TAMs and that CD40 cross-linking did not impact metastasis formation in this scenario. In contrast, when we used *Nrf2*-KO macrophages in the third experiment, there was no apparent pro-metastasis effect of heme, and the tumoricidal activity of CD40 cross-linking was restored (Figure 9H).

Finally, we used the subcutaneous MC38 tumor model. We hypothesized that the tumor hemorrhage, which is consistently induced by anti-CD40 therapy, might attenuate the immunotherapeutic response to a second antibody injection by an NRF2-dependent mechanism. Consistent with this hypothesis, we found smaller tumors with barely detectable GFP fluorescence 48 hours after the second antibody injection in mice with a conditional KO of *Nrf2* in leukocytes compared with WT mice (Figure 9I). Collectively, these data suggest that hemorrhage — through heme-activated NRF2 in macrophages of the tumor microenvironment — undermines the anti-CD40 antibody therapeutic response.

## Discussion

Hemorrhage occurs ubiquitously in many solid cancers but has not been considered a biological modifier of cancer biology. Recognizing the quintessential functions of macrophages in the disposal of RBCs, we discovered in this study a trajectory that connects intratumoral hemorrhage to the creation of procancerous TAMs. We found that erythrophagocytosis in the tumor microenvironment initiates this trajectory, elevating intracellular heme levels and activating downstream NRF2 signaling. This prompts a transformative phenotype shift in macrophages, enhancing regenerative capacities while suppressing immune functions. These hemorrhage-derived TAMs drive cancer growth, tissue invasion, and resistance to CD40-agonistic immunotherapy.

The role of macrophage polarization within the tumor microenvironment as a determinant of cancer progression, immune regulation, and treatment outcomes is well established. However, the traditional M1 versus M2 polarization dichotomy has not consistently explained prognostic variability. A comprehensive gene expression analysis across numerous human solid cancer types recently revealed a stronger predictive association with a polarity defined by *CXCL9* and *SPP1* (18). High expression of the IFN-γ response gene *CXCL9* in TAMs corresponded to a favorable prognosis. In contrast, a high *SPP1* and low *CXCL9* expression pattern was associated with poor prognosis and weakened response to immunotherapy. Our regression modeling of cancer mRNA expression data from over 11,000 patients in the TCGA PANCAN database suggested that heme exposure, measured by *HMOX1* expression, strongly predicts *SPP1*. In line with this finding, our experiments showed that heme-NRF2 signaling reproduced the *Spp1*^hi^*Cxcl9*^lo^ poor-prognosis phenotype in mouse BMDMs, reinforcing that hemorrhage might be a universal and clinically important TAM polarization factor. Thus, systematic studies are warranted to explore the relationship between spontaneous or treatment-induced hemorrhage, tumor microenvironmental heme exposure, and disease outcomes in various cancers.

Heme-activated NRF2 endows TAMs with an immunosuppressive phenotype, promoting cancer cell EMT, matrix invasion, and high metastatic potential while impairing tumoricidal activity. These effects of NRF2 activation in TAMs involve a combination of intrinsic and extrinsic mechanisms. Intrinsic mechanisms lock TAMs into an immune-suppressed state, providing resistance against macrophage activation induced by IFN-γ and agonistic anti-CD40 antibodies. In contrast, extrinsic mechanisms offer anti-apoptotic and pro-invasion signals to cancer cells. Collectively, it is likely that NRF2-educated TAMs adversely affect outcomes of solid cancers. Further investigation has to establish the molecular nature of the mechanisms transforming macrophage functions downstream of NRF2.

Tumor cell–intrinsic NRF2 has been comprehensively studied and is known to play dual roles in tumorigenesis, acting as both a tumor suppressor and promoter, depending on the context and disease stage (37–39). NRF2 primarily supports redox homeostasis by activating genes involved in antioxidant enzyme production and detoxification proteins, offering a safeguard against cancer development (40–43). However, persistent NRF2 activation in established cancer cells, often resulting from mutations in *KEAP1* or *NRF2*, promotes tumor cell survival, growth, and resistance to therapy (44, 45). Less is known about the regulators of NRF2 activity in cells of the cancer microenvironment and how NRF2 activation there may feed back on cancer progression and anticancer immune responses. NRF2 induces extensive transcriptional and metabolic reprogramming in myeloid cells (46). Beyond attenuating intrinsic tumoricidal functions, as our studies show, elevated NRF2 activity in macrophages shapes an immunosuppressive milieu that impairs cytotoxic T cell functionality and fosters immune tolerance through Treg recruitment (47, 48). Concurrently, NRF2 activation modulates extracellular matrix composition (49), potentially promoting tumor invasiveness. Furthermore, heme exposure and NRF2 activation intensify glycolysis and lactate production (50–53), possibly underpinning a harmful metabolic coupling between TAMs and cancer cells (54–56).

Given its chemistry, the oxidant heme has the potential to broadly activate NRF2 across cell types and tissues (57). However, physiological mechanisms, such as hemoglobin coordination and packaging within the RBC membrane, RBC antioxidant metabolites, and extracellular scavenger proteins, effectively shield tissue environments against oxidative impact from heme (31, 57, 58). Instead, the hemorrhage-triggered wound healing response recruits macrophages (59), which have the unique ability to recognize and ingest damaged RBCs and heme-protein complexes (60), allowing them to shuttle heme toward a system capable of safely degrading and reutilizing its components (61). In this context, NRF2 activation forms part of the adaptive response of macrophages (27, 62–65). Thus, RBC-heme may be considered a uniquely macrophage-specific NRF2 activator in the hemorrhagic tumor microenvironment.

Our findings also align with previous observations linking HMOX1-expressing macrophages in the tumor microenvironment to cancer progression and unfavorable disease outcomes (66–68). Notably, our findings connect this association to a pathophysiological pathway initiated by spontaneous or therapy-induced intratumoral hemorrhage. HMOX1 is most strongly induced in macrophages among heme-induced genes and is, therefore, a perfect marker for this process. Nevertheless, in our studies, NRF2 activation was sufficient to transmit TAM reprogramming, with no apparent functional role of the marker HMOX1 in this process. We learned to interpret studies of HMOX1 inhibition and knockout models very cautiously. In the absence of HMOX1, cells are exceedingly vulnerable when exposed to heme, and some effects may reflect the consequences of cell depletion in heme-rich microenvironments rather than more specific signaling functions of the enzyme or its downstream metabolites (57).

Overall, our discoveries potentially explain the limited effectiveness of conventional therapies and immunotherapies in overtly hemorrhagic tumors, such as gliomas (69), and the progressive immunoresistance observed across various malignancies (70). Further research could develop novel therapies that harness NRF2 signaling in macrophages to boost cancer immunity and overcome treatment resistance.

## Methods

Additional and detailed protocols and reagents are provided in Supplemental Methods and Supplemental Tables 1 and 2.

### Mouse strains and breeding

C57BL/6J (JAX strain) mice were obtained from Charles River Laboratories. To generate *tdTomato^+^* macrophages, *Vav-Cre* mice, obtained from the Swiss Immunological Mouse Repository (SwImMR), were bred with *Ai14^tdTomato^* mice (The Jackson Laboratory). To generate conditional *Keap1*-KO mice, *Keap1^tm2.Mym^* (71) mice were obtained from RIKEN BioResource Research Center and crossed with *Vav-Cre* mice. To generate conditional *Nrf2*-KO mice, C57BL/6-*Nfe2l2tm1.1Sred/SbisJ* (*Nrf2^flox^*) (72, 73) mice were obtained from The Jackson Laboratory and crossed with *Vav-Cre* mice. Control littermates without the Cre driver were used for experiments involving these mouse strains. *Nrf2*-KO and -WT littermates were obtained from Yuet Wai Kan (University of California, San Francisco, California, USA). *Rag2^−/−^γc^−/−^* mice were obtained from SwImMR. For all studies, mice were randomly allocated to treatment groups, and the investigators were blinded to allocation during experiments and outcome assessment.

### Cell lines and primary BMDM cultures

Methods for tumor cell and BMDM cultures are provided in Supplemental Methods.

### Heme preparation for cell culture

Hemin (heme-chloride) was obtained from Frontier Scientific (Newark). Batches were tested endotoxin-free and prepared as heme-albumin for cell treatments as previously described (60).

### 3D tumor spheroid production, culture, and analysis

#### Single-spheroid culture.

5 × 10^3^ GFP-MC38 cells, 2.5 × 10^3^ mCherry-4T1 cells, or 5 × 10^3^ GL261-Luc cells with or without BMDMs (at a 1:1 ratio) were seeded in 100 μL tumor cell culture medium in 96-well Ultra-low Attachment Plate PrimeSurface 3D Culture Spheroid plates (S-BIO). M-CSF (100 ng/mL) was added to all spheroid cultures irrespective of the addition of BMDMs to control for the cytokine effect. For live-cell apoptosis imaging, Annexin V red (Sartorius) was added to the medium, as instructed by the manufacturer.

#### Multispheroid culture in microwell plates.

GFP-MC38 cells (5 × 10^4^) with or without BMDMs (at a 1:1 ratio) were seeded in 800 μL of tumor cell medium with M-CSF (100 ng/mL) in a 24-well SphericalPlate 5D microwell (Axonlab). Eight hundred microliters of fresh culture cell medium was added on day 3.

#### Quantification of spheroid growth and invasion.

Single spheroids were imaged with an IncuCyte S3 instrument (Sartorius). The area and fluorescence intensities of the images were measured using the IncuCyte Spheroid Software Module (Sartorius). Data are reported as spheroid fluorescence intensity integrated across the spheroid area (for tumor cells expressing a fluorescent protein) or as spheroid area. For the spheroid invasion assay, a mask based on the invading cell area was created automatically with the IncuCyte Spheroid Software Module. Multispheroids were scanned using a Zeiss Axio Observer Z1 microscope. The spheroid area was quantified manually in QuPath (74) (v0.3.0), and fluorescence intensity was measured using QuPath’s intensity feature plug-in. The spheroids were detected in the EGFP/FITC channel using a set pixel size of 1.26 μm.

### Mouse models

#### Subcutaneous Matrigel plug model in mice.

Matrigel mixture (350 μL) was injected subcutaneously into the flanks of anesthetized (intraperitoneal injection of 80 mg/kg ketamine, 16 mg/kg xylazine, 3 mg/kg acepromazine) C57BL/6J mice using a 24-G needle. After 7 days, mice were euthanized, and plugs were removed for downstream analysis. For anti-CD40 antibody experiments, the mice were treated i.v. on day 7 with an agonistic anti-CD40 antibody (20 mg/kg; InVivoPlus, Bio X Cell clone FGK4.5) or an isotype control antibody.

#### Lung metastasis model in mice.

Approximately 750 spheroids were collected from microwell plates (equal to the content of 1 macro well) and injected i.v. into the tail vein of C57BL/6J or *Rag2^−/−^γc^−/−^* mice. Three weeks after injection, the lungs of anesthetized mice were perfused with PBS through the right ventricle and the trachea and collected for whole-organ fluorescence imaging with a Zeiss Discovery V8 stereomicroscope and histology. For the metastasis experiments shown in Figure 9H, metastases were manually counted to enhance sensitivity and specificity in the low disease burden range to assess the effects of anti-CD40 treatment.

#### Tumor growth model in mice.

Once confluent, GFP-MC38 tumor cells were harvested using 5 mM EDTA (Gibco) (4 minutes at 37°C) and washed twice in PBS. MC38 cells (2 × 10^6^) in culture medium were mixed with Geltrex (Thermo Fisher Scientific) and injected subcutaneously into the mouse flanks. Agonistic anti-CD40 treatment (20 mg/kg; InVivoPlus, clone FGK4.5) or an isotype control antibody was administered i.v. as indicated. Mice were euthanized, and tumors were collected 2 or 3 days after antibody administration. GFP fluorescence was measured immediately, and tumors were then fixed in formalin (10%) and stored at room temperature.

### Sequencing-based workflows and data analysis

We used the 10x Genomics workflows for scRNA-Seq (Chromium Next GEM Single Cell 3′ v3.1) and spatial RNA-Seq (Visium CytAssist Spatial Gene Expression for FFPE). Ready-made libraries were sequenced at the Functional Genomics Center Zurich on an Illumina NovaSeq 6000 system. Downstream analysis was performed in Python (version 3.8.6) with Scanpy (1.7.0) (75). Details of sample preparation and data analysis are provided on an experiment-by-experiment basis in Supplemental Methods.

### Statistics

Data plotting and statistical analysis were performed with Prism 9 (GraphPad) and JMP 15 (SAS). We used 1-way ANOVA with Tukey-Kramer post-test to account for multiple comparisons and *t* tests (2-tailed) or Wilcoxon’s tests, as indicated in the figure legends. *P* values of less than 0.05 were considered significant. All data points are displayed in box plots to visualize the data distribution. Analysis of sequencing data is described in Supplemental Methods.

### Study approval

All animal experiments were performed according to animal experimentation licenses as approved by the Swiss Federal Veterinary Office.

### Data availability

Sequencing data are publicly available (Gene Expression Omnibus accession GSE237612). Detailed information is provided on an experiment-by-experiment basis in Supplemental Methods. A Supporting Data Values file is provided in Supplemental Methods.

## Author contributions

DJS designed the study, performed experiments, analyzed the data, and wrote the manuscript. NSL performed the mouse experiments and analyzed the data. LB performed the RNA-Seq experiments and analyzed the data. KH performed the histological experiments. RMB performed experiments, analyzed data, and reviewed the manuscript. RH acquired the animal experimentation licenses, performed confocal microscopy, and designed the graphical abstract. ED analyzed the sequencing data. FV designed the study, performed experiments, analyzed data, and wrote the manuscript.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
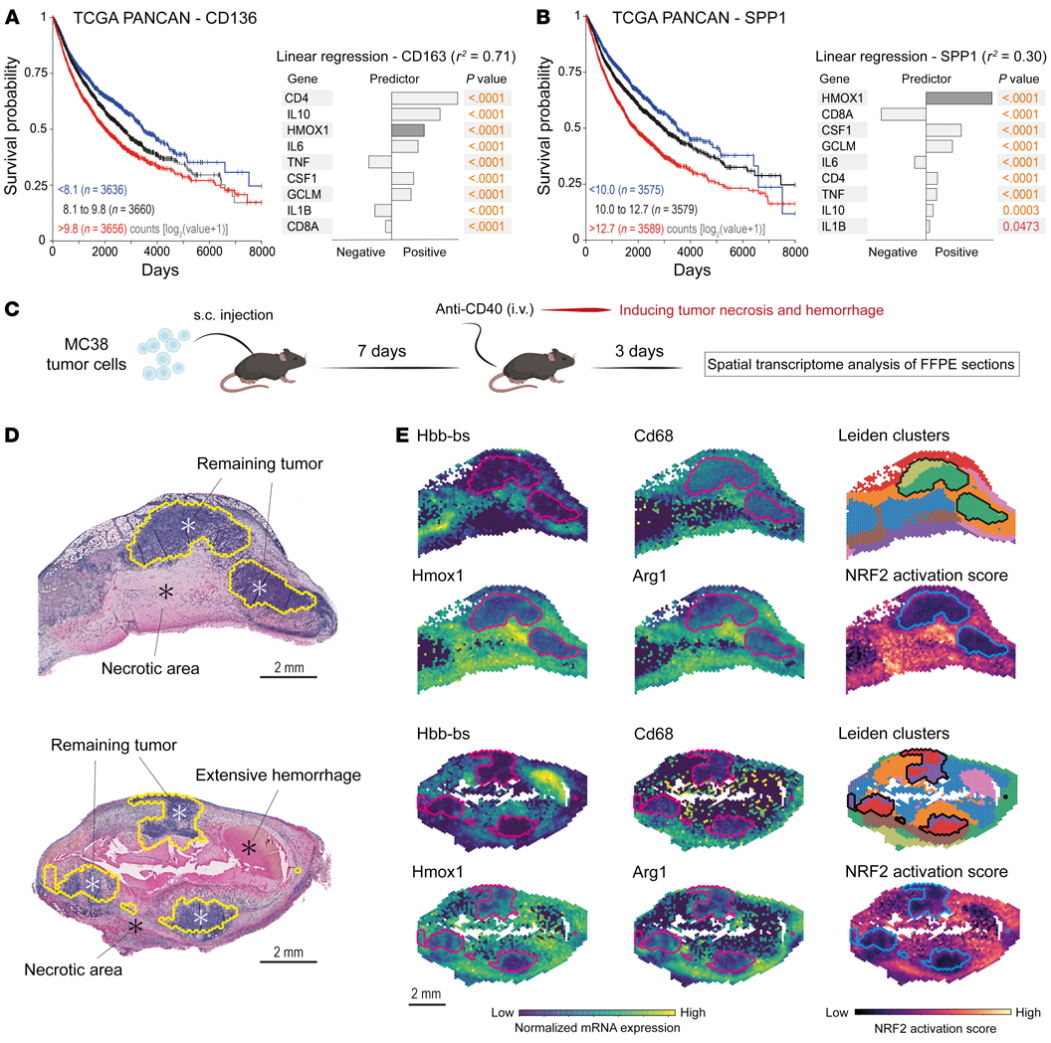
RBC and heme exposure defines an identity of tumor-associated macrophages. (**A**) Left: Kaplan-Meier survival analysis stratified by *CD163* mRNA expression in patients with solid cancers in the TCGA PANCAN database. Right: Linear regression model with *CD163* as the response variable and tissue microenvironmental factors as the predictors (*r*^2^ = 0.71). (**B**) Left: Kaplan-Meier survival analysis stratified by *SPP1* mRNA expression in patients with solid cancers in the TCGA PANCAN database. Right: Linear regression model with *SPP1* as the response variable and the tissue microenvironmental factors as predictors (*r*^2^ = 0.30). (**C**) MC38 tumor–bearing mice were treated with agonistic anti-CD40 antibodies to induce hemorrhagic tumor necrosis. Spatial RNA-Seq analysis was performed to characterize macrophages in the perinecrotic tumor microenvironment. (**D**) HE-stained MC38 tumor sections used for transcriptional analysis. Scale bars: 2 mm. Marked areas indicate the remaining tumoral tissue. (**E**) Expression of selected genes, highlighting the presence of *Cd68^+^Hmox1^+^Arg1^+^* macrophages in the hemorrhagic (Hbb-bs^+^) tumor regions. The *Cd68^+^Hmox1^+^Arg1^+^* regions are marked by a high NRF2 activation score. The lines delineate the remaining tumor.

**Figure 2:**
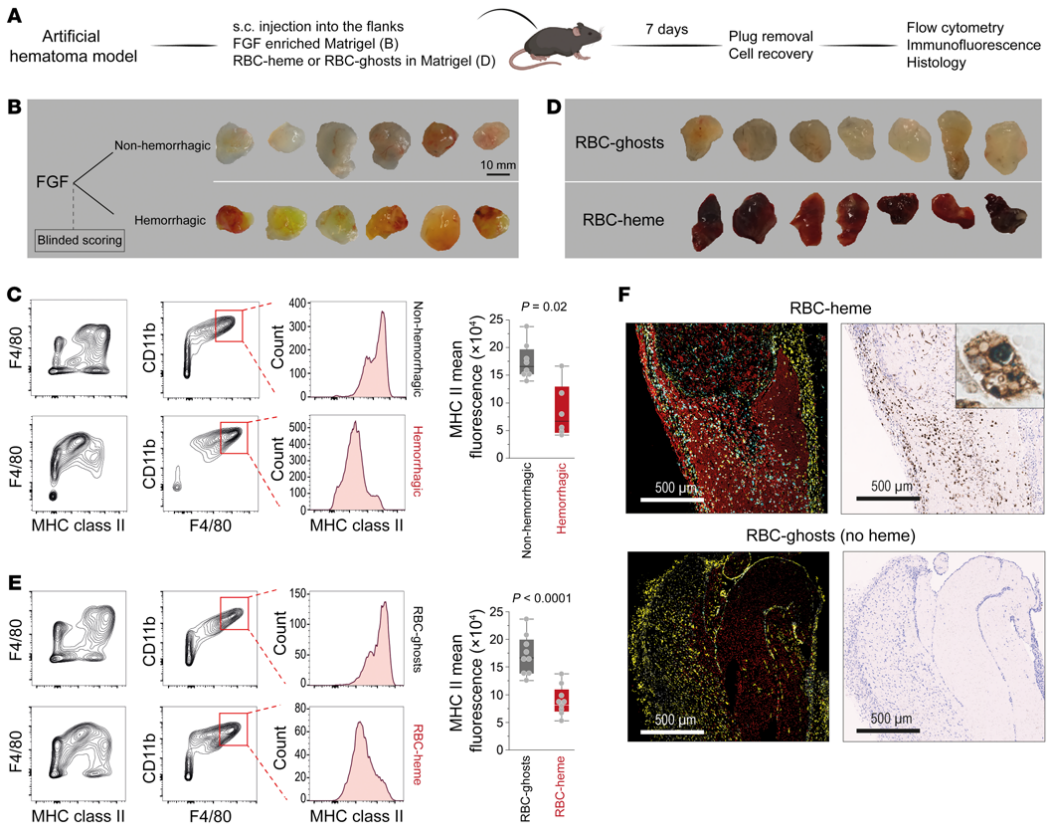
Erythrophagocytic transformation of macrophages in RBC-heme Matrigel plugs. (**A**) Subcutaneously placed FGF-enriched Matrigel plugs were used to study the effect of hemorrhage on the phenotype of invading macrophages. Plugs enriched with intact RBCs (RBC-heme) or RBC-ghosts were used to study the specific effect of hemoglobin-heme. (**B**) FGF-enriched Matrigel plugs were collected from the subcutaneous (s.c.) injection site 7 days after injection and classified by blinded investigators as non-hemorrhagic or hemorrhagic based on their macroscopic appearance. (**C**) Flow cytometry contour plots of plug-invading cells, defining F4/80^+^CD11b^+^ macrophages with lower MHC class II expression in hemorrhagic plugs. The box plots depict the mean fluorescence intensities of MHC class II expression within the CD11b^+^F4/80^+^ population (*n* = 6–8 plugs per condition; each dot represents 1 plug; *t* test). (**D**) RBC-heme and RBC-ghost plugs were collected 7 days after s.c. injection. (**E**) Flow cytometry contour plots of plug-invading cells defining F4/80^+^CD11b^+^ macrophages with lower MHC class II expression in RBC-heme than RBC-ghost plugs. The box plots depict the mean fluorescence intensities of MHC class II expression within the CD11b^+^F4/80^+^ population (*n* = 9 plugs per condition; each dot represents 1 plug; *t* test). (**F**) Fluorescence immunohistochemistry images of Matrigel plug sections stained with TER119 (red, RBC-heme or RBC-ghost), anti-F4/80 (yellow, macrophages), and anti-HMOX1 antibodies (cyan). Nuclei were stained with DAPI (white). Images were acquired using a PhenoImager HT (Akoya). Corresponding consecutive sections stained for iron show iron accumulation in infiltrating cells. Scale bars: 500 μm. The inset shows an iron-positive erythrophagocyte containing multiple RBC remnants.

**Figure 3:**
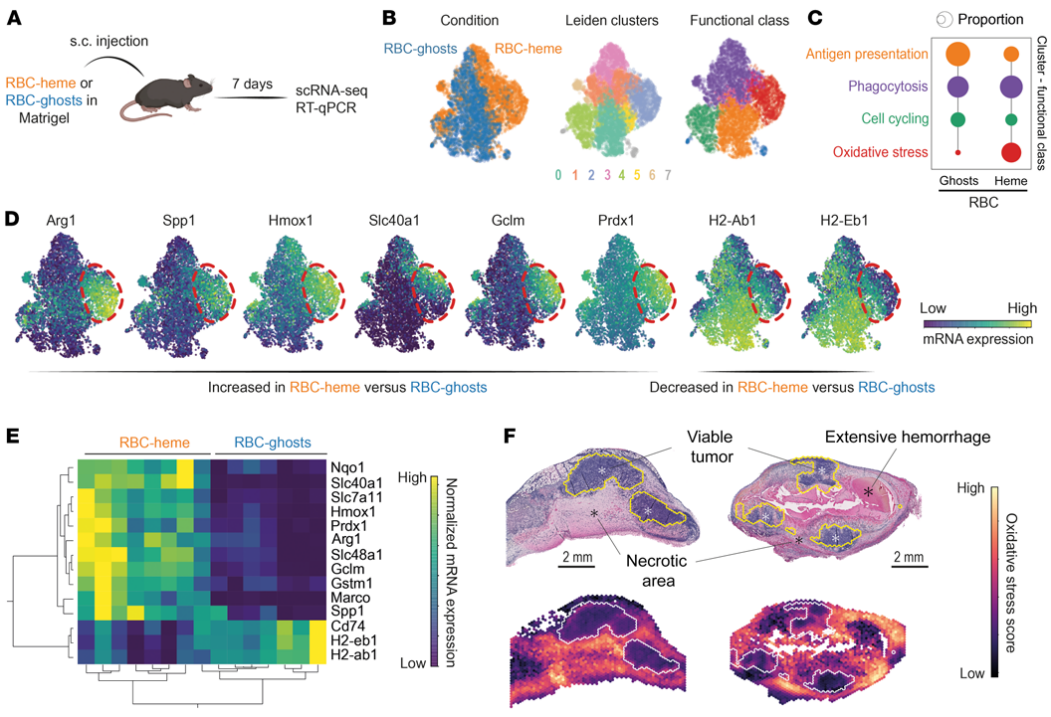
RBC-heme enforces the transformation of macrophages into heme-TAMs. (**A**) RBC-heme– and RBC-ghost–enriched Matrigel plugs were collected 7 days after s.c. placement and processed for scRNA-Seq analysis. (**B**) Plug-invading cells were enriched by anti-F4/80 and anti-CD11b magnetic beads from an RBC-heme and an RBC-ghost Matrigel plug before scRNA-Seq analysis. UMAPs are color-coded for condition, Leiden cluster, and the attributed functional class. (**C**) Proportion of macrophages per functional class stratified for RBC-heme and RBC-ghost. The dot size corresponds to the proportion of cells (%) per functional class. This analysis visualizes that erythrophagocytosis fosters the emergence of oxidative stress–handling macrophages while suppressing cells equipped for antigen presentation. (**D**) Expression heatmaps of selected signature genes. The dashed line highlights the region of the UMAP containing the oxidative stress cluster. These macrophages have high expression of *Arg1*, *Spp1*, and heme-, iron-, and oxidative stress–handling genes, while expression of MHC class II–related genes is low. (**E**) Expression heatmap and unsupervised hierarchical clustering analysis of heme-TAM marker genes measured by quantitative reverse transcriptase PCR (RT-qPCR) in plug-invading cells after enrichment of F4/80^+^ cells. Each column represents data from 1 plug collected 7 days after s.c. injection (*n* = 8 RBC-heme plugs, *n* = 7 RBC-ghost plugs). (**F**) A score for the oxidative stress–related macrophages in the RBC plug was calculated based on differentially expressed genes (log_2_[fold change] 2, *P* 0.001, *n* = 114 genes). This score was mapped into the spatial transcriptome data of the MC38 tumor sections reported in Figure 1. The heatmap visualizes that macrophages with an oxidative stress–handling identity accumulate in the perinecrotic tumor microenvironment.

**Figure 4:**
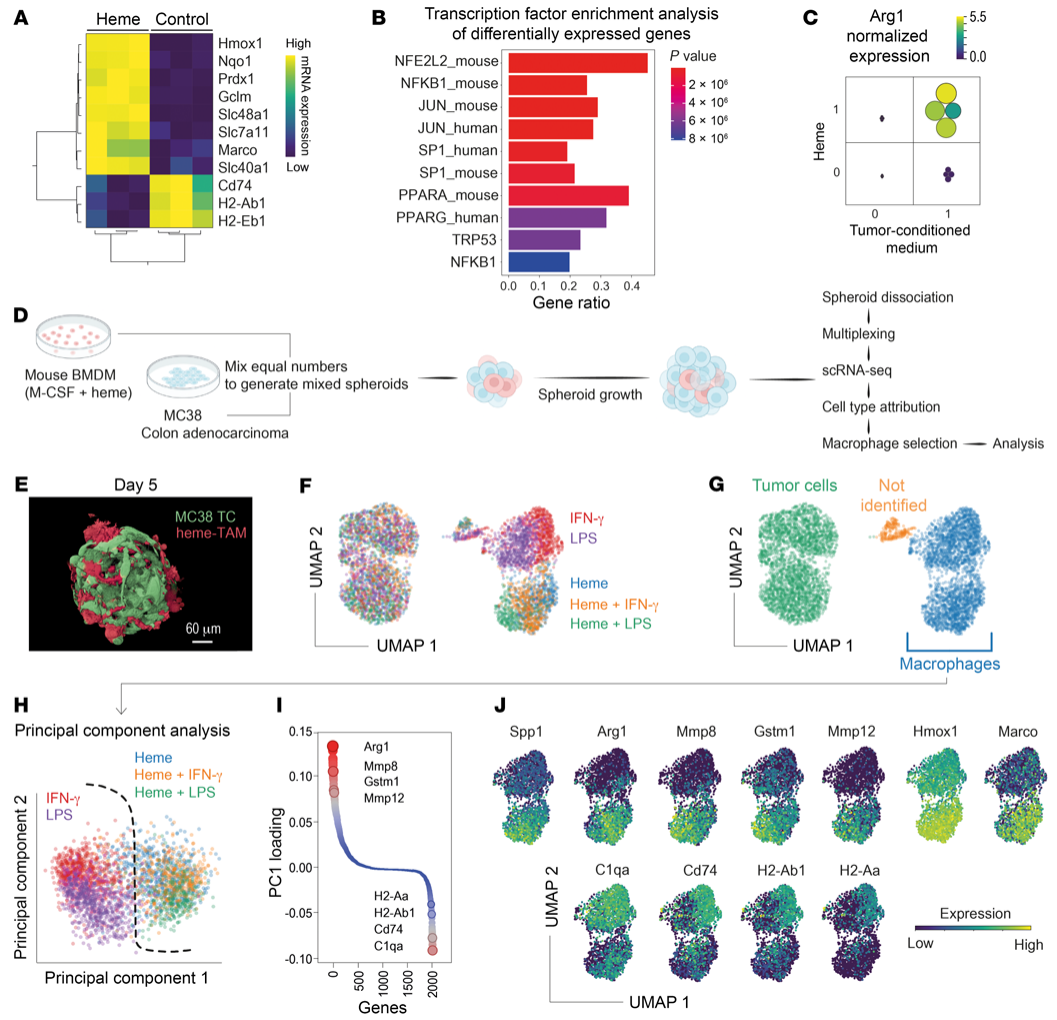
Heme-TAMs in 3D spheroid cancer cell cultures. (**A**) Expression heatmap and unsupervised hierarchical clustering analysis of marker genes quantified by bulk RNA-Seq in control and heme-treated BMDMs cultured in 2D (normalized log_2_ counts). Each column represents macrophages from 1 mouse (*n* = 3). (**B**) EnrichR analysis of all significantly differentially expressed genes (log_2_[fold change] 0.5, *P* 0.001, *n* = 3). The gene ratio defines the overlap of the input genes and the term-associated genes, and the top 10 enriched terms are shown. Terms are ranked by their *P* value. (**C**) Results of a factorial experiment defining the synergistic effect of heme and MC38 cell culture supernatant on *Arg1* mRNA expression in 2D BMDM cultures. *Arg1* expression was measured by RT-qPCR. Color and size of the dots represent the normalized gene expression per sample (*n* = 4 BMDM cultures per condition). (**D**) Experimental workflow used to generate and analyze mixed-cell-type 3D spheroids containing MC38 tumor cells and BMDMs. (**E**) 3D reconstruction of a confocal microscopy image stack of a mixed-cell-type spheroid resulting from a 5-day culture of GFP-MC38 cells (green) and heme-TAM-tomato cells (red) in a microwell plate. Scale bar: 60 μm. (**F**) Results of a multiplexed scRNA-Seq experiment with mixed-cell-type spheroids containing MC38 cells and BMDMs that had been pretreated with heme, LPS, IFN-γ, or combinations thereof. The spheroids were collected for scRNA-Seq 24 hours after the 2 cell types were mixed and seeded on microwell plates. The UMAP is color-coded to indicate the BMDM pretreatment. (**G**) Cell-type assignment of the spheroid cells was performed, and macrophages were extracted for further analysis. (**H**) In PCA of spheroid macrophages, PC1 segregates the heme-pretreated BMDMs from those not pretreated with heme. (**I**) The contribution of individual genes to PC1 is expressed as loadings. Genes are ordered and color-coded by their PC1 loading. A high absolute value indicates that the gene strongly influences overall gene expression variance. The highest PC1 loading was found for *Arg1*. (**J**) Expression heatmaps of the top PCA drivers and selected heme-induced TAM marker genes.

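Heme-treated and control BMDMs differed in the mRNA level of 7769 of 12433 tested genes (62.5%), of which 3938 were higher and 3831 lower with heme. With library sizes as the only scaling, which moved the median log2 fold change by -0.22, 2580 genes were higher and 5814 lower, so the even split is relative to the TMM scaling. The gene of the transmembrane protease inhibitor Spint1 rose from 0.0662 ± 0.0623 to 50.5 ± 4.25 CPM and the endothelial adhesion gene Esam from 0.901 ± 0.152 to 250.7 ± 15.1 CPM (SD, n = 3). Ptgs2, the cyclooxygenase 2 gene, rose from 0.474 ± 0.154 to 81.7 ± 11.1 CPM and Pdpn, the podoplanin gene, from 0.885 ± 0.422 to 134 ± 8.67 CPM (SD, n = 3). The carbonyl reductase gene Cbr2 fell from 140 ± 18.1 to 0.345 ± 0.331 CPM and Selenop, the gene of the selenium carrier selenoprotein P, from 4268 ± 1517 to 148 ± 21.9 CPM (SD, n = 3). Ccdc152 overlaps Selenop on the chromosome and had the same log2 fold change (-4.85), so reads of the pair may be shared.

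At the thresholds of Figure 4B, 3993 genes passed, 2142 higher and 1851 lower, and 3613 passed with an adjusted p in place of the unadjusted p. At least a log2 fold change of 1 in size was found for 2422 called genes, 1375 higher and 1047 lower, and of 2 for 895. In 8560 tested genes (68.8%), the 3 heme libraries did not overlap the 3 control libraries, where chance gives 10%. The common biological coefficient of variation between mice was 0.0919. Average-linkage clustering of z scores over the 11 Figure 4A genes joined each library to its own group first, at distances of up to 1.12, and the groups to each other at 6.00. Over all tested genes, the first principal component held 91.4% of the variance. Enrichment in a transcription factor library was not analysed here; the fixed target lists were used in its place.

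Of 24 genes of NF-κB feedback and targets, 11 rose, 5 fell and 8 did not pass the test, also when adjusted over the list alone (set test, adjusted p = 0.242). With library sizes as the only scaling, 8 rose and 9 fell. The urokinase receptor gene Plaur (log2 fold change 2.74), Sod2, a mitochondrial superoxide dismutase gene (1.09), and the inhibitor gene Nfkbia (0.87) rose, and Bcl2a1b, a survival gene with near copies that may share reads, fell (-3.41). Of 22 PPAR targets, 11 rose, 5 fell and 6 did not pass the test, also when adjusted over the list alone (set test, adjusted p = 0.177). With library sizes as the only scaling, 7 rose and 7 fell, and their median went from 0.20 to -0.02. Angptl4, a lipase inhibitor gene (2.07), Cd36, a fatty acid uptake receptor gene (1.62), and Plin2, a lipid droplet gene (1.34), rose, while Pparg itself had a log2 fold change of -1.24 and the fatty acid carrier gene Fabp5 of -0.78. Of 22 p53 targets, 8 rose (9 when adjusted over the list alone), 9 fell and 5 did not pass the test (set test, adjusted p = 0.74), with a median of 0.07; with library sizes as the only scaling, 8 rose and 10 fell, and it was -0.16. The stress cytokine gene Gdf15 (1.83) and the death receptor gene Tnfrsf10b (2.06) rose, and Sesn1 (-2.64) and Btg2 (-1.60), genes that restrain growth, fell. Of 9 osteoclast markers in the same libraries, 6 rose, 1 fell and 2 did not pass the test, also when adjusted over the list alone, among them the cell fusion gene Dcstamp (3.33) and the protease gene Ctsk (2.03). Their set test gave an adjusted p = 0.0633, and passed with library sizes as the only scaling (0.0153) and without heme replicate 1 (0.0399) or heme replicate 2 (0.049).

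**Figure D3:**
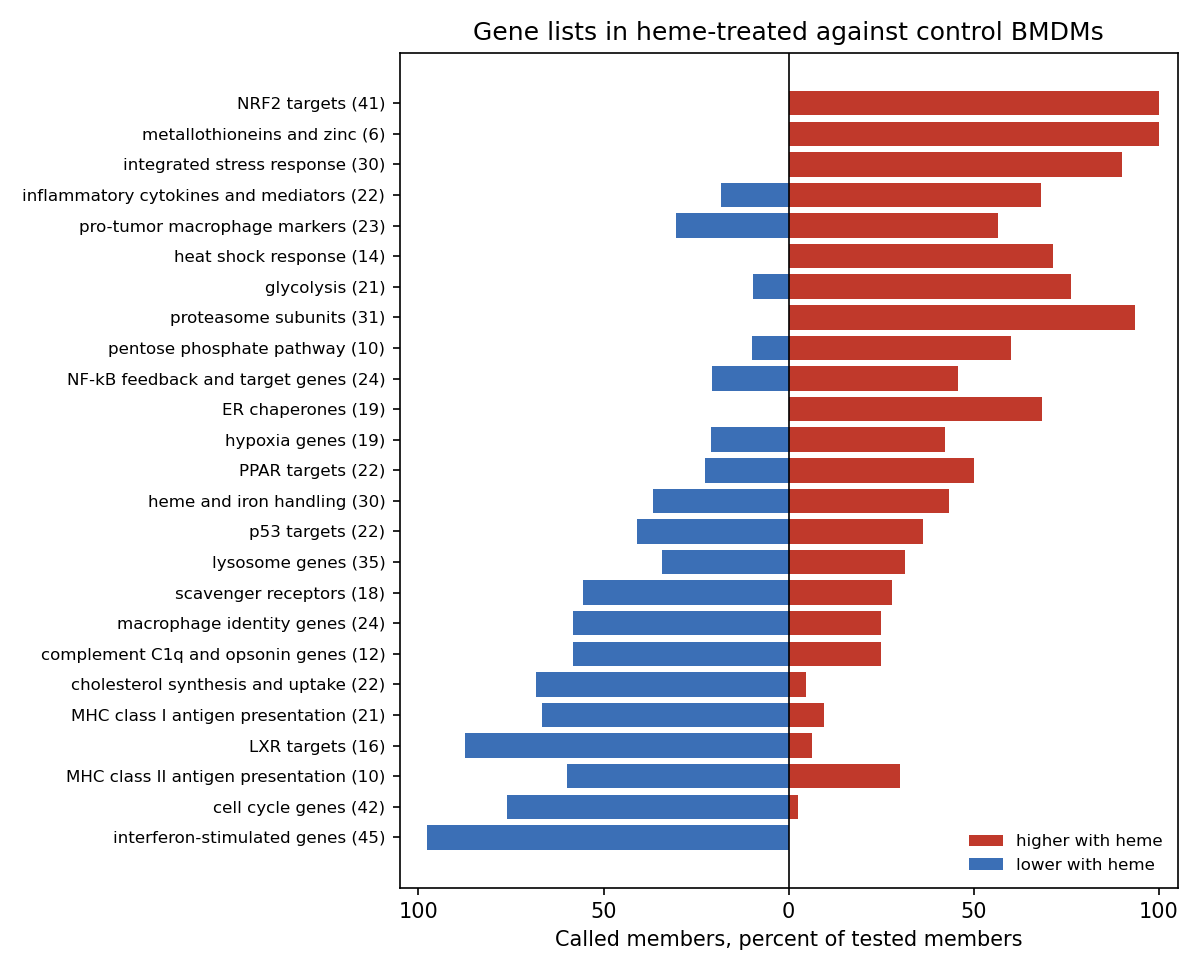
Percent of measured members called higher (to the right) or lower (to the left) with heme in each gene list, cell type markers and Figure 4A genes left out, ordered by the median log2 fold change. Numbers of measured members stand in parentheses; the bar of the NRF2 targets covers all 41 measured genes.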

**Figure 5:**
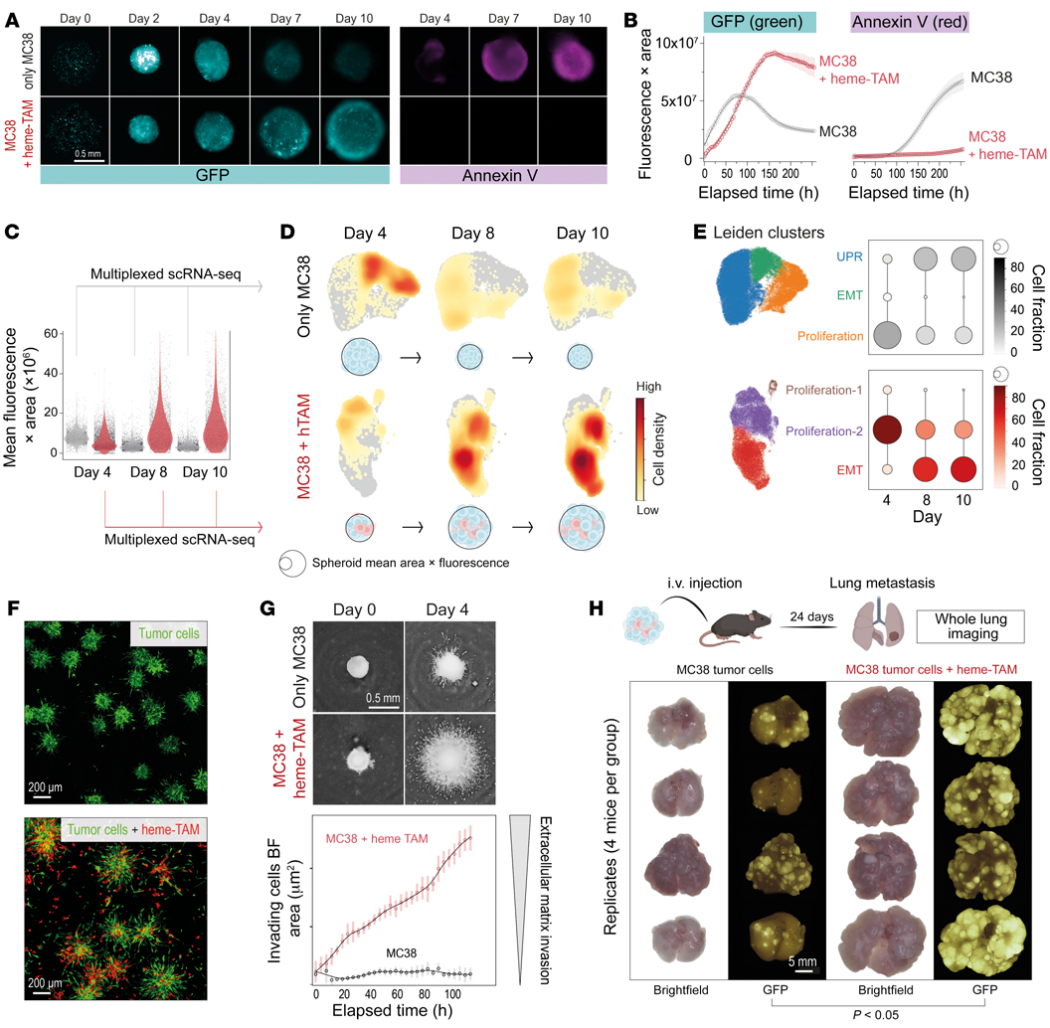
Heme-TAMs support tumor cell growth, invasiveness, and metastasis. (**A**) Spheroid GFP fluorescence (magenta) and annexin V (cyan). (**B**) Integrated fluorescence across the spheroid area. Data are mean ± 95% CI of 42 replicates. (**C**) Spheroids were grown in microwell plates for scRNA-Seq experiments and GFP fluorescence across the spheroid area was quantified for ≥3,000 spheroids per condition and used for cell density correction in **F** (gray, MC38; red, MC38+heme-TAMs) (ANOVA with Tukey-Kramer post-test corrected with *P* 0.001 for all comparisons, except MC38 day 8 vs. MC38 day 10, *P* = 0.99). (**D**) Multiplexed scRNA-Seq of MC38 tumor cell spheroids (only MC38) or mixed-cell-type spheroids (MC38 + heme-TAM) on days 4, 8, and 10 after formation. After macrophage exclusion, cell densities were scaled by the mean spheroid size before projecting on the UMAP. (**E**) Leiden clustering defined 3 clusters per experiment, a dominant functional annotation for each cluster was determined by GSEA. Dot plots depict the fraction of tumor cells within each functional state per time point. (**F**) GFP-MC38 spheroids (top) and mixed GFP-MC38+heme-TAM-tomato spheroids (bottom) were transferred from microwell plates to a flat glass-bottom plate on day 4 after spheroid formation and embedded into an extracellular matrix. Cell invasion was imaged 24 hours later. (**G**) Four days after formation, spheroids were embedded into an extracellular matrix (*t* = 0 hours), and cell invasion was measured by live-cell imaging every 4 hours. Top: Representative inverted bright-field images. Scale bar: 0.5 mm. Bottom: The invading cell front was automatically segmented and quantified over time. Data are mean ± 95% CI of 21 replicates analyzed within 1 representative experiment. (**H**) Spheroids were collected on day 5 after formation and injected i.v. into C57BL/6J mice. Lungs were collected 24 days after injection. *t* test. Scale bar: 5 mm.

**Figure 6:**
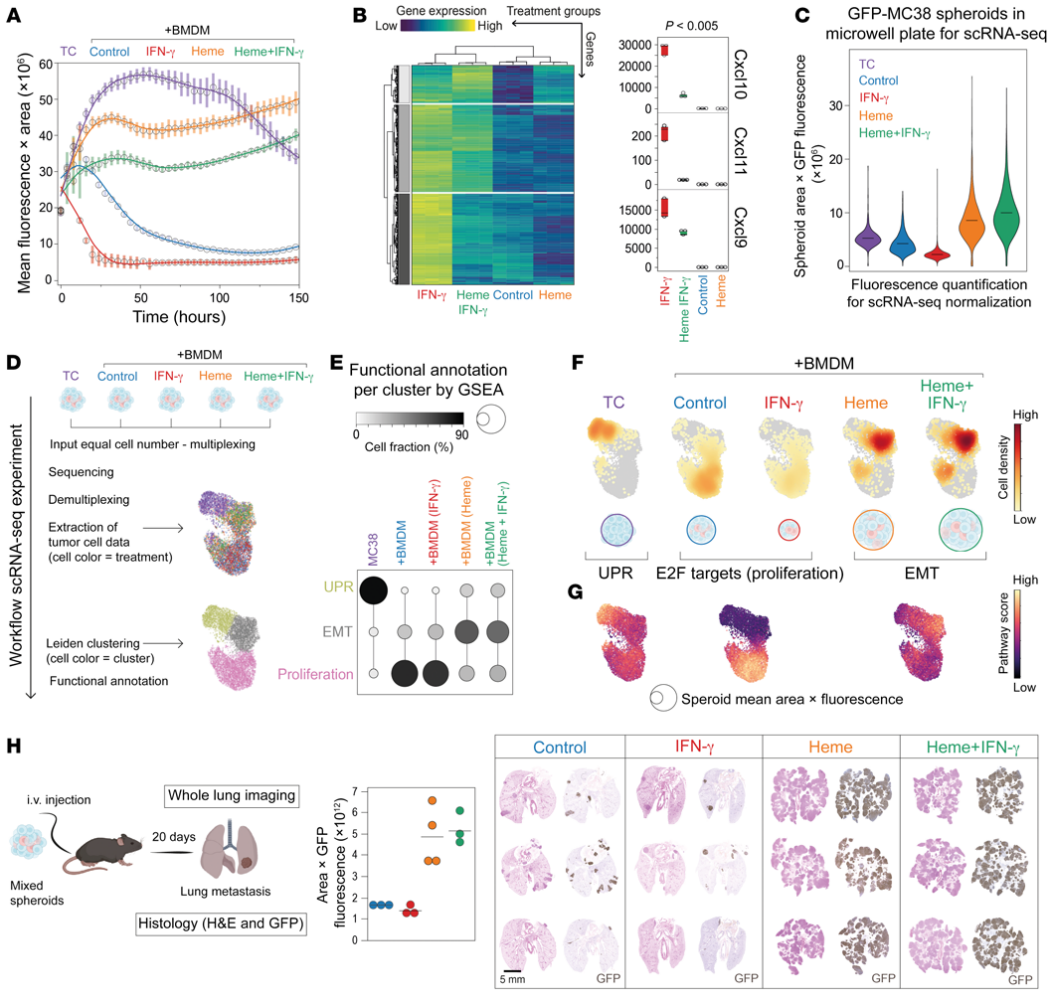
Heme-TAMs resist tumoricidal transformation by IFN-γ. (**A**) Integrated spheroid GFP fluorescence obtained by live-cell microscopy. Data are mean ± 95% CI of 10 replicates from 1 representative experiment. (**B**) Expression heatmap and clustering of differentially expressed genes (log_2_[fold change] 0.5, *P* 0.005, *n* = 3). Right: Normalized count data for *Cxcl9*, *Cxcl10*, and *Cxcl11*. Each point represents 1 replicate. (**C**) Spheroids identical to those in **A** were grown in microwell plates for scRNA-Seq and scanned with a fluorescence microscope on day 9. Violin plots depict GFP fluorescence integrated across the object area for ≥1,400 spheroids per condition (ANOVA with Tukey-Kramer post-test corrected with *P* 0.001 for each comparison). (**D**) scRNA-Seq workflow. (**E**) GSEA-defined functional attributes for the 3 tumor cell clusters. Dot plot visualizes the fraction of tumor cells within each functional state. (**F**) Tumor cell densities normalized by the mean integrated fluorescence of the input. Bubbles beneath the UMAPs depict the mean spheroid size. (**G**) Gene expression score intensities for GSEA categories. (**H**) Approximately 750 spheroids (GFP-MC38 cancer cells + BMDMs) were collected from microwell plates on day 4 after spheroid formation and injected i.v. into *Rag2^−/−^γc^−/−^* mice. Lungs were collected 20 days after injection. Paraffin sections of lung tissue visualize metastatic disease. Scale bar: 5 mm. GFP fluorescence of whole-lung fluorescence images (see Supplemental Figure 4E) was integrated across the imaged lung area and quantified for *n* = 3–4 animals per condition. Each dot represents 1 mouse (lung). ANOVA with Tukey-Kramer post-test corrected for multiple comparisons, IFN-γ vs. heme + IFN-γ *P* = 0.0028, heme + IFN-γ vs. control *P* = 0.0046, heme vs. IFN-γ *P* = 0.0030, heme vs. control *P* = 0.0051, control vs. IFN-γ *P* = 0.98, heme vs. heme + IFN-γ *P* = 0.97.

**Figure 7:**
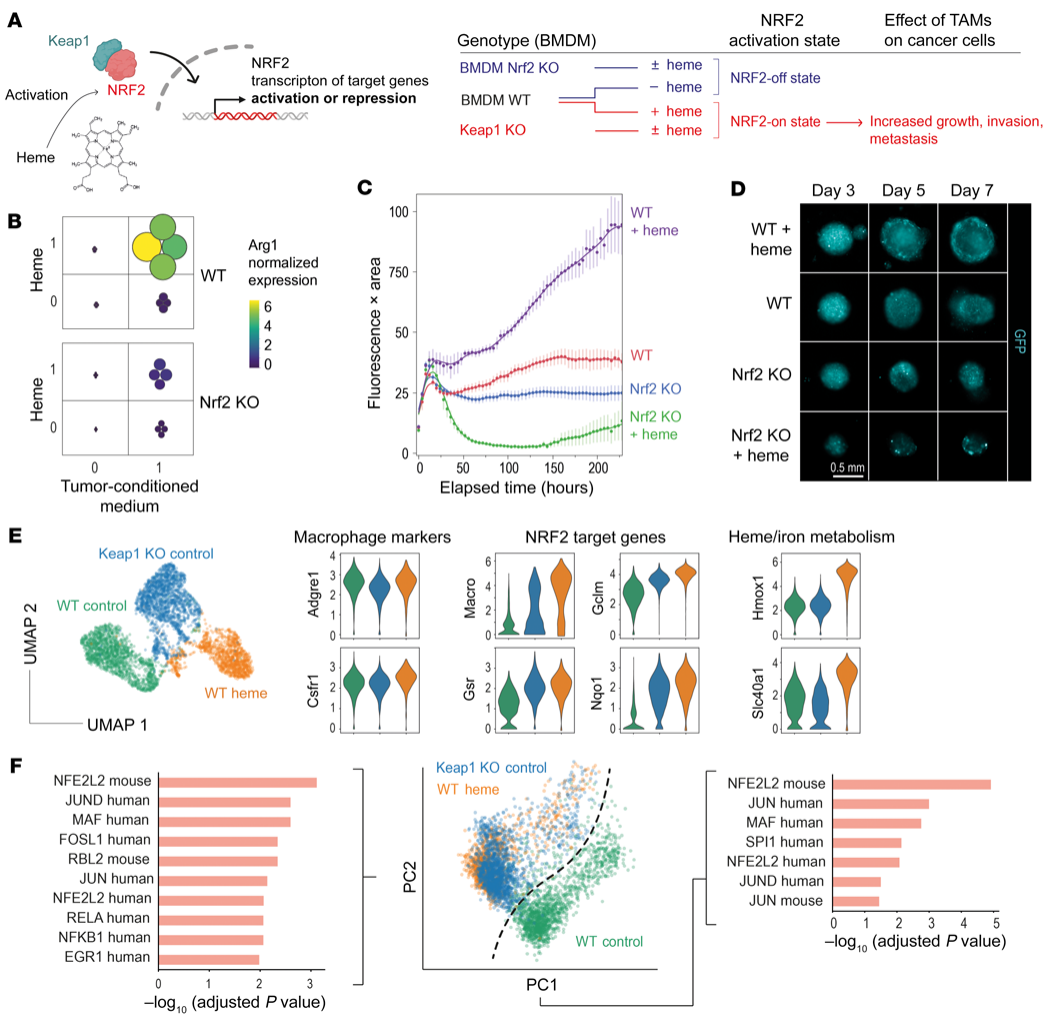
Heme-TAM transformation progresses via NRF2 signaling. (**A**) *Keap1*- and *Nrf2*-KO mice generated BMDMs with locked NRF2-on and NRF2-off states, independent of heme exposure. (**B**) Factorial experiment defining the effect of heme treatment and MC38 cell culture supernatant on the expression of *Arg1* mRNA measured by RT-qPCR in *Nrf2*-WT and *Nrf2*-KO BMDMs. Color and size of the dots indicate the normalized gene expression per sample (*n* = 4 per condition). The data demonstrate that NRF2 is required to leverage the synergistic effect of heme and tumor cell supernatant. (**C**) Live-cell microscopy analysis of spheroids of GFP-MC38 cancer cells mixed with *Nrf2*-KO and *Nrf2*-WT BMDMs that were untreated or pretreated with heme. Data represent the GFP fluorescence intensity integrated across the object area. Data are mean ± 95% CI of 15 replicates analyzed within 1 representative experiment. (**D**) Representative fluorescence images of spheroids. Scale bar: 0.5 mm. (**E**) Multiplexed scRNA-Seq experiment of untreated 2D cultured WT BMDMs, heme-treated WT BMDMs, and untreated *Keap1*-KO BMDMs. The UMAP visualizes that the interaction of genotype and treatment defines distinct gene expression patterns. The violin plots visualize the expression of canonical myeloid marker genes, NRF2-regulated genes, and heme metabolism genes as log_10_ (normalized count + 1) values. (**F**) PCA of the transcriptome data described in **E**. The genes defining PC1 and PC2 were analyzed for driver transcription factors by EnrichR using the TRRUST Transcription Factors 2019 data set. This analysis indicates that heme-treated BMDMs and *Keap1*-KO macrophages share activated NRF2 as a driver of their phenotype.

**Figure 8:**
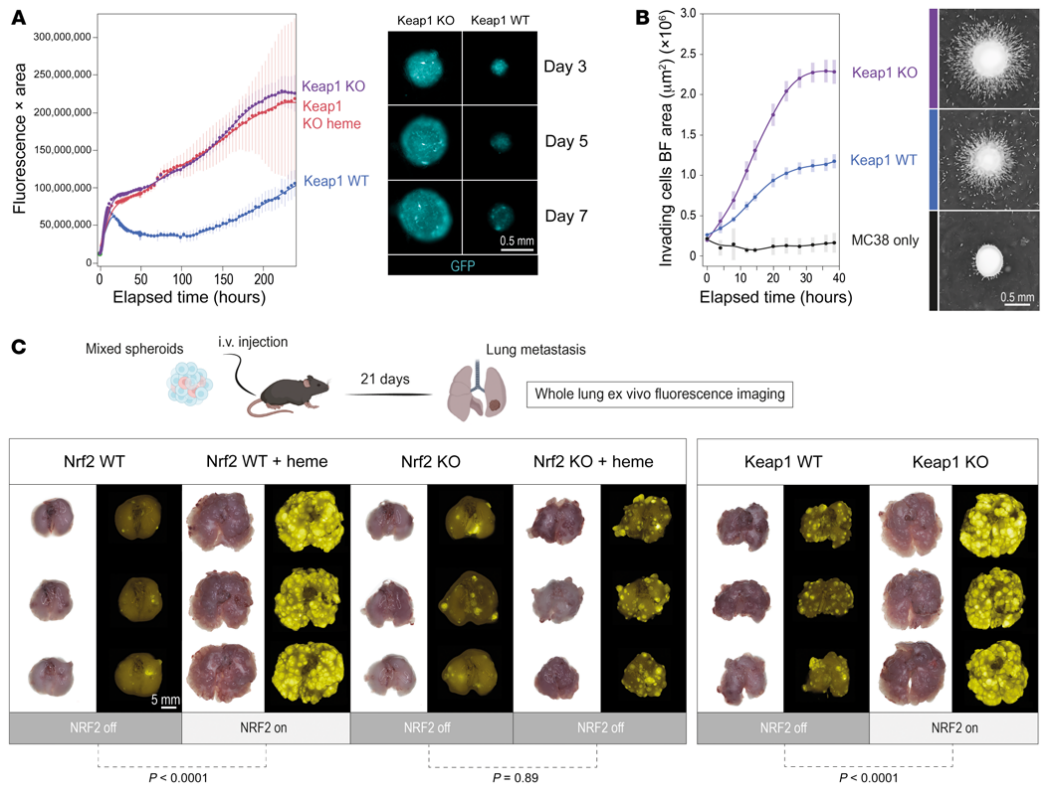
Active NRF2 in TAMs enhances tumor invasiveness and metastatic disease. (**A**) Live-cell microscopy analysis of spheroids of GFP-MC38 cancer cells mixed with untreated WT BMDMs and untreated as well as heme-pretreated *Keap1*-KO BMDMs. Data represent the GFP fluorescence intensity integrated across the object area and demonstrate that *Keap1* KO in macrophages mimics the procancerous effect of heme. Data are mean ± 95% CI of 25 replicates analyzed within 1 representative experiment. GFP fluorescence images of mixed spheroids containing untreated *Keap1*-WT BMDMs and untreated *Keap1*-KO BMDMs on days 3, 5, and 7 after spheroid formation. (**B**) Quantitative spheroid invasion assay. Four days after formation, spheroids were embedded into an extracellular matrix (*t* = 0 hours), and cell invasion was measured with a live-cell imaging system. The invading cell front was automatically segmented and quantified over time. Data are mean ± 95% CI of 20 replicates analyzed within 1 representative experiment. Right: Representative bright-field images of spheroids 16 hours after matrix embedding. Scale bar: 0.5 mm. For better visualization, the images were inverted. (**C**) To test the metastatic potential, approximately 750 spheroids per condition were collected from microwell plates at day 4 after spheroid formation and injected i.v. into *Rag2^−/−^γc^−/−^* mice. Lungs were collected 21 days after injection. Bright-field and GFP fluorescence whole-lung images were used to visualize metastases, which were extensive when NRF2 was active in macrophages. Scale bar: 5 mm. Whole-lung GFP fluorescence intensity was integrated across the lung image area. ANOVA with Tukey-Kramer post-test corrected for multiple comparisons.

**Figure 9:**
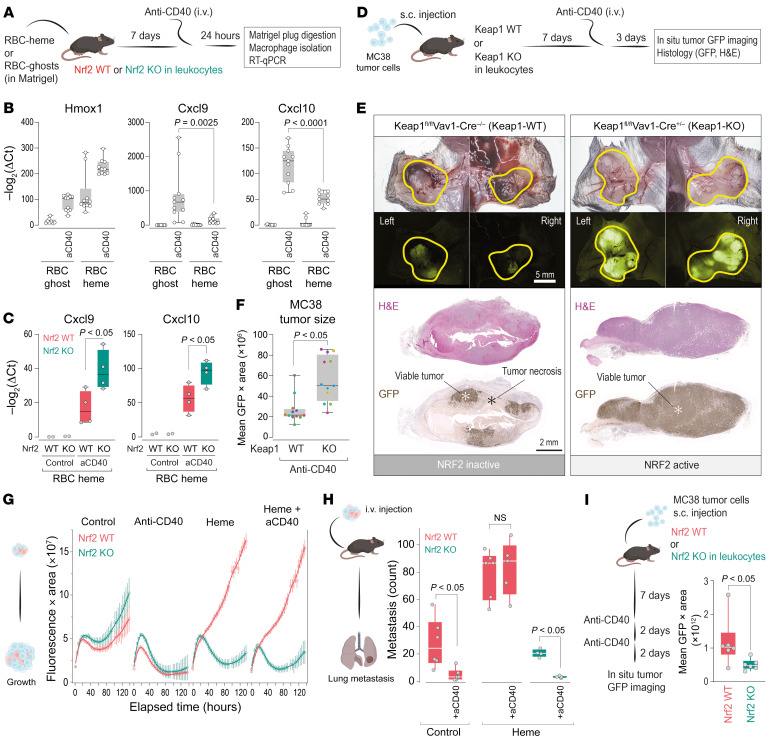
NRF2 signaling in hematopoietic cells promotes resistance to immunotherapy. (**A**) Experimental workflow of Matrigel plug experiments. Macrophages were enriched using F4/80 magnetic beads. (**B**) Relative mRNA expression of *Hmox1*, *Cxcl9*, and *Cxcl10* in macrophages. Each dot represents 1 plug (*n* = 8–11); ANOVA with Tukey-Kramer post-test corrected for multiple comparisons. (**C**) Identical experiments in conditional *Nrf2*-WT and -KO mice. (**D**) Experimental workflow of MC38 tumor cell experiments. (**E**) Top: Bright-field and GFP fluorescence images visualizing MC38 tumors in situ. Scale bar: 5 mm. Bottom: Tumor sections. Scale bar: 2 mm. (**F**) GFP fluorescence intensity integrated across the tumor area. Each dot represents 1 tumor grown on the right and left flank of a mouse; color indicates mouse of origin (*n* = 12); Wilcoxon’s test. (**G**) Live-cell microscopy of spheroids of GFP-MC38 cells mixed with *Nrf2*-KO and *Nrf2*-WT BMDMs that were untreated or pretreated with heme with or without cross-linked anti-CD40 antibody. Data represent GFP fluorescence intensity integrated across object area. Data are mean ± 95% CI of 15 replicates analyzed within 1 representative experiment. (**H**) Spheroids were collected on day 4 after formation and approximately 750 spheroids were injected i.v. per mouse. Lungs were collected after 23 days. Metastatic foci were manually counted on GFP fluorescence whole-lung images. Each dot represents the number of metastatic lesions in 1 mouse (*n* = 4–6). Wilcoxon’s test was used to test for the anti-CD40 antibody effect in the 3 experiments. (**I**) MC38 tumor cells were injected s.c. into conditional *Nrf2-*WT or -KO mice. On day 7, mice were treated with 2 sequential doses of anti-CD40 antibodies, and tumors were imaged 2 days later. Each dot represents 1 tumor (integrated GFP fluorescence intensity across the tumor area, *n* = 6); Wilcoxon’s test.

How the deposited data were processed for this re-analysis (not part of the article)

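RNA of mouse BMDMs, 3 control (albumin) and 3 heme-treated (heme-albumin) cultures, was measured by bulk RNA-Seq. The authors made read counts per Ensembl gene for each library; the labels name STAR 2.7.0, featureCounts and GRCm38.p5, and the values are whole numbers with no normalization. The annotation release, the strand setting and any read filter are not given in the sources used here. Each library's counts were used as deposited, with 27201038 to 32994595 counts per library. Symbols and positions came from GENCODE M21 on GRCm38.p6, and 113 of 25700 identifiers had no symbol. Some of the named genes overlap other annotated genes on the same or the other strand; how reads in the shared stretches were counted is not given, and nothing was corrected for it. The identifiers are mostly of protein-coding genes (21928).

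Counts were analysed in R 4.3.3. edgeR 4.0.16 kept 12433 genes with its filter (filterByExpr by condition, minimum count 10), normalized by TMM and tested heme against control with glmQLFit and glmQLFTest, with condition as the only term. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. Standard errors of log2 fold changes came from the same test. The paper's thresholds (log2 fold change 0.5, unadjusted p 0.001) were applied to the same fit; the signs that go with them are lost in the paper's text, and absolute values above 0.5 and p under 0.001 were used. The legend of Figure 4B names EnrichR for the enrichment; the tool of the differential expression behind it was not found in the main text, and the Supplemental Methods, to which that text refers for details, were not read.

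Before the data were examined, 37 gene lists with 771 entries were written from textbook knowledge and from Figure 4A. These are the Figure 4A genes, NRF2 targets, heme and iron handling, MHC class II and class I antigen presentation, interferon-stimulated genes, inflammatory mediators, NF-κB targets, pro-tumor macrophage markers, scavenger receptors, C1q and opsonins, macrophage identity, cell cycle, glycolysis, pentose phosphate pathway, integrated stress response, ER chaperones, heat shock response, proteasome, cholesterol synthesis and uptake, LXR, PPAR and p53 targets, lysosome, metallothioneins and zinc, hypoxia, and markers of erythroid cells, neutrophils, monocytes, dendritic cells, B cells, T and NK cells, mast cells and basophils, megakaryocytes, stromal cells, endothelial cells and osteoclasts. Each list was tested with camera of limma 3.58.1 on voom values with a preset correlation of 0.01 and adjustment over the lists. Camera was repeated with a correlation estimated for each list and on mean ranks; fry tested whether a list moved on balance in 1 direction, and Fisher's exact test compared the share past the paper's thresholds with that of all tested genes.

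Named genes follow a rule set at the same time: every gene the paper names in its text or figures for macrophages, the 15 genes with the largest rise and the 15 with the largest fall among called genes with an average logCPM of at least 3 and no overlap between the groups, and in each list up to 4 called members with the largest change and up to 2 of opposite direction. S100a8, S100a9, Fth1, Cck, Cyp1b1 and Serinc2 fall outside this rule and were chosen after their values were seen. A gene with no count in 1 group was given a fold against a floor of 3 counts over the group, and a gene with 1 to 3 counts a ratio with an exact binomial interval (95%), which covers counting error only.

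The alternatives were other scalings (median-of-ratios size factors, upper quartile, library sizes alone), DESeq2 1.42.0, limma-voom, other filters on low counts, thinning to the smallest library, the replicate number as a block, leaving out each library, library sizes without the 20 most abundant genes, a test against a log2 fold change of 0.5, and offsets for GC content and gene length (added after the data were seen; 12413 of 12433 genes had values). Residuals of libraries with the same number did not go together (correlations -0.0998, -0.142 and -0.0683), so the block served as an alternative only. The procedure was tested on simulated counts with 3 libraries per group, in which 200 genes were changed. edgeR called 47 of 50 genes with a log2 fold change of 1, 31 of 49 with one of 0.5 and 23 of 12140 unchanged genes. It also called 50 of 50 with one of 2 and 45 of 50 with one of -1. Among all its calls, the share of unchanged genes was thus above the 0.05 that the threshold aims at. The data hold far more called genes (7769) than the simulation changed, so it does not test TMM or the calls at that extent. Experiments of the paper other than this one were not analysed here. Results of a few genes are not reported here.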

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

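The scalings and the left-out libraries were planned before any result was seen, and the test of GC content and gene length on the interferon-stimulated genes before its own result, although these offsets were added after the data were seen. The bounds by which the scalings were read, and the tests of GC content and gene length on the number of called genes, of other cells and of other splits of the libraries, were chosen only after the result was seen.

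A group of 6 genes outside those the paper discusses was nearly silent in all control libraries, with at most 3 counts over the group, and had at least 100 counts in every heme library. With the groups exchanged, 0 genes met the same limits. The metallothionein gene Mt3 reached 146.8 ± 36.1 CPM (SD, n = 3), which is 15217 times the control level (95% counting interval 2731 to 601079). The homeobox gene Six4 reached 23.74 ± 2.53 CPM, at least 815-fold higher against a floor of 3 counts over the group. Mpo, the myeloperoxidase gene, reached 22.34 ± 7.91 CPM, 2257 times the control level (405 to 89183). The cholecystokinin gene Cck reached 11.78 ± 0.694 CPM (at least 402-fold higher), the cytochrome P450 gene Cyp1b1 6.186 ± 0.959 CPM (212 times, 72.3 to 1034) and Serinc2, a serine incorporator gene, 4.931 ± 0.723 CPM (508 times, 90.6 to 20108).

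Transcripts of granulocyte and monocyte lineages rose with heme. Among 22 measured neutrophil and monocyte markers, 18 rose, and the median of the neutrophil markers was at least 3.25 under every scaling run and at least 3.16 when any library was left out, which argues against scaling or 1 library as the whole source. RNA from granulocyte or monocyte precursors in the heme cultures and expression by the macrophages themselves cannot be told apart, since the design holds only whole cultures: Elane, a protease gene of early granulocytes, was at least 131-fold higher and Prtn3 rose to 4.65 ± 1.30 CPM, while Csf3r, Ccr2 and the monocyte gene Ms4a4c (log2 fold change -2.70) fell. The position of Prtn3 overlaps another gene with more counts, whose reads may be shared with it. The neutrophil genes S100a8 and S100a9 reached 34.3 ± 4.52 and 26.0 ± 4.68 CPM, against 1296 ± 83.0 CPM for Mmp8, and the monocyte genes Vcan and Chil3 127 ± 11.1 and 13.3 ± 2.27 CPM (SD, n = 3). Of the 16 neutrophil and 10 monocyte markers listed, 6 and 7 were at 1 CPM or more in controls, and 1 of each list stands also in another list; no sort of the cultures is stated in the labels.

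Interferon-stimulated transcripts fell with heme. The median of the list stayed at -2.90 or lower under every scaling, at -2.64 or lower when any library was left out, and at -2.92 with trends of GC content and gene length removed, which argues against each of these as the whole source. A response of the macrophages to heme stays open as a hypothesis, and so does a higher interferon tone in the control cultures, for which the design holds no test.

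The number of called genes was at least 7732 under the other scalings and 7856 with trends of GC content and gene length removed, against 7769. Which genes were called changed more: with library sizes as the only scaling, 6411 of the 7769 were also called. The share of higher genes among all genes called with that scaling was 30.7%. Which scaling is right cannot be told apart here, because TMM itself centres the changes and the libraries hold no outside standard. The 10 splits of 3 against 3 libraries are too few for a share under 0.05, with 1 split (the real one) at or above the real value for the 7769 called genes, the 3938 higher, the 3831 lower, the 3993 past the paper's thresholds and the NRF2 set test. The highest of the other splits gave 0 called genes, 0 higher and 0 lower with edgeR (17 to 136 genes at an unadjusted p under 0.05), and 1 gene past the paper's thresholds. With camera on each of these permutations of the group labels, the NRF2 list had an unadjusted p = 1.04e-19, with 1.81e-09 as the smallest of the others, and the MHC class II list p = 0.24, with 0.0133 as the smallest of the others and 4 splits at or below the real value. Every split but the real one mixes heme and control libraries in both of its groups. The heme effect itself then widens the spread within groups, which leaves few genes to call. The other splits are therefore no comparison free of heme, and no conclusion is drawn from them.

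Among other lists, 4 of 6 measured mast cell and basophil markers rose, 1 fell and 1 did not pass the test, also when adjusted over the list alone (set test, adjusted p = 0.252), with Mcpt8 at least 19.9-fold higher, Prss34 97.1 times the control level (95% counting interval 26.4 to 809) and the transcription factor gene Gata2 at a log2 fold change of 4.22. Of 7 megakaryocyte markers, 3 rose, 1 fell and 3 did not pass the test, also when adjusted over the list alone (set test, adjusted p = 0.261), with the platelet factor gene Pf4 at 2.64 and Ppbp at 4.87. Both measured stromal markers rose (set test, adjusted p = 0.0861, and 0.0286 with library sizes as the only scaling), with Acta2 at 2.96, and the 14 others listed lay below the filter on low counts. Of 7 endothelial markers, 3 rose, 1 fell and 3 did not pass the test, also when adjusted over the list alone (set test, adjusted p = 0.33), with Pecam1 at 1.79. Of 3 B cell markers, 2 fell, among them the immunoglobulin gene Ighm (-2.37), and 1 did not pass the test (set test, adjusted p = 0.244). Of 4 T and NK cell markers, 2 fell, Cd4 among them (-3.48), and 2 did not pass the test; their median was 0.24 and their mean -0.43, and the set test pointed lower (adjusted p = 0.73). Of 2 measured erythroid markers, 1 rose and 1, the erythropoietin receptor gene Epor, fell (-2.64; set test, adjusted p = 0.76). For the stromal, B cell, T and NK cell and erythroid lists too, the counts were the same when adjusted over the list alone.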

How the results depend on the processing

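The offsets for GC content and gene length were chosen only after the data were seen; the other alternatives were not. With library sizes as the only scaling, 2580 genes were higher and 5814 lower, in place of 3938 and 3831, and 6411 of the 7769 genes (82.5%) were also called. Tested against an absolute log2 fold change of 0.5, 3333 genes were called, since this asks for more than a difference from 0. With an estimated correlation, the NRF2 set test gave an adjusted p of 0.0576, and of the other lists 0 in place of 16 passed with camera. At an unadjusted p under 0.05, 5 of all lists passed. With fry's test of a change in 1 direction, which compares no list with other genes, 35 passed. Camera's unadjusted p also rose for some lists whose estimated correlation lay below the preset 0.01. It went from 0.000921 to 0.0254 for the Figure 4A genes (-0.0183) and from 0.000267 to 0.0202 for metallothioneins and zinc (-0.0527). For p53 targets (-0.0196) it hardly changed (0.72 and 0.714). This argues against a higher correlation as the cause for the Figure 4A and metallothionein lists, and no other cause was tested. With the replicate number as a block, 7164 genes were called, 7129 of them among the 7769. Leaving out each library gave 6710 to 8039 called genes. DESeq2 called 7617 genes and limma-voom 7739, of which 7358 and 7687 were among the 7769. Library sizes without the 20 most abundant genes changed the scaling little (7775 called) and test nothing. For the 143 genes named, 2536 of 2541 values under alternatives kept their direction and their side of the threshold, none reversed, and the 5 others are those of H2-DMb1 and Calr given above. Apart from those the paper names, these genes were picked for the size of their change in the same data. Their stability was therefore likely and does not extend to other called genes. With library sizes as the only scaling, called members of the proteasome (2), heme and iron handling (1) and hypoxia (1) lists changed direction. Depth limits genes near 0.1 CPM, where 3 counts in a library are the floor.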

Differences from the paper's values

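The paper's supplementary values for Cxcl10 in control and heme-treated BMDMs (Figure 6B) give a log2 ratio of -3.04, the paper's, against -3.05 from the deposited counts. Cxcl10 was the only gene compared, and the error used was edgeR's standard error between mice (0.43). In control replicates 1 and 3, the counts of Cxcl9 and Cxcl10 differed from the paper's values by the same factor (1.23 and 1.11). Both sources thus appear to scale the same counts, and the comparison is no independent test.

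The paper's discussion places HMOX1 above the other heme-induced genes in the strength of its induction in macrophages. In the BMDMs analysed here, 111 tested genes had a larger log2 fold change than Hmox1, though the fold of some rests on controls without a count. Some of the 111, such as Mpo, Elane and Mcpt8, are markers of other cells. Whether their RNA came from macrophages cannot be told in whole cultures. The ranking also holds for day 7 only, after heme on day 3, so it need not conflict with the paper's statement on macrophages. Of genes at 100 CPM or more with heme, 15 had a larger log2 fold change than Hmox1. By the gain in mean CPM, 1 gene lay above Hmox1 (20415 CPM): the ferritin gene Fth1, which gained 28692 CPM (from 17804 ± 1964 to 46496 ± 4108 CPM; SD, n = 3).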

Other observations

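Interferon-stimulated genes, which encode antiviral effectors, fell as a group in heme-treated BMDMs: of 45 measured, 44 fell and 1 did not pass the test, also when adjusted over the list alone (set test, adjusted p = 5.25e-14, and adjusted p = 0.413 with an estimated correlation). Rtp4 fell from 52.0 ± 18.4 to 0.241 ± 0.0599 CPM, Ifit3, which has a near copy that may share reads, from 36.0 ± 17.8 to 0.382 ± 0.139 CPM and Ifit1 from 32.2 ± 13.5 to 0.576 ± 0.0861 CPM (SD, n = 3). The oligoadenylate synthetase genes Oas2 and Oasl2 had log2 fold changes of -5.69 and -5.22. Inflammatory mediators went mostly the other way: of 22, 15 rose, 4 fell and 3 did not pass the test, also when adjusted over the list alone (set test, adjusted p = 0.0158, and adjusted p = 0.518 with an estimated correlation). The neutrophil chemokine genes Cxcl3 (5.40) and Cxcl2 (4.18) rose, and the chemokine gene Ccl5 (-3.31) and the costimulatory receptor gene Cd40 (-1.87) fell. Cell cycle genes fell: of 42, 32 fell, 1 rose and 9 did not pass the test, also when adjusted over the list alone (set test, adjusted p = 7.69e-10, and adjusted p = 0.515 with an estimated correlation). Among them were the cyclin gene Ccnb2 (-2.31), the centromere gene Cenpa (-2.29) and the mitotic transcription factor gene Foxm1 (-1.91), while Pcna, the replication clamp gene, rose (0.77).

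Of 30 genes of the integrated stress response, 27 rose and 3 did not pass the test (set test, adjusted p = 1.17e-10, and adjusted p = 0.256 with an estimated correlation), with Chac1, a glutathione-degrading enzyme gene, at 3.98, the glycine transporter gene Slc6a9 at 3.54 and Trib3 at 3.34. Of 31 proteasome subunit genes, 29 rose and 2 did not pass the test (set test, adjusted p = 1.21e-09, and adjusted p = 0.39 with an estimated correlation), with Psmd11 at 1.53 and Psma5 at 1.28; with library sizes as the only scaling, 24 rose, 1 fell and 2 of the called genes changed direction. Of 14 heat shock genes, 10 rose and 4 did not pass the test (set test, adjusted p = 0.00163, and adjusted p = 0.39 with an estimated correlation), with the chaperone genes Hsph1 at 2.14 and Dnajb4 at 1.93; with library sizes as the only scaling, 9 rose and 2 fell. Of 19 ER chaperone genes, 13 rose and 6 did not pass the test (set test, adjusted p = 0.0037, and adjusted p = 0.518 with an estimated correlation), with Hyou1 at 1.31 and Hspa5 at 0.72; with library sizes as the only scaling, 6 rose and 2 fell. Of 21 glycolysis genes, 16 rose, 2 fell and 3 did not pass the test (set test, adjusted p = 0.00226, and adjusted p = 0.518 with an estimated correlation), with the glucose transporter gene Slc2a1 at 2.27, the hexokinase gene Hk2 at 1.34 and the aldolase gene Aldoc at -1.06. The counts of these lists were the same when adjusted over each list alone. Of 16 LXR targets, 14 fell, 1 rose and 1 did not pass the test (set test, adjusted p = 1.52e-05, and adjusted p = 0.235 with an estimated correlation), with the desaturase gene Scd1 at -4.20, the apolipoprotein gene Apoc2, which overlaps another annotated gene of nearly the same counts that may share its reads, at -3.53 and Smpdl3a at 0.51. Of 22 genes of cholesterol synthesis and uptake, 15 fell, 1 rose and 6 did not pass the test (set test, adjusted p = 0.00324, and adjusted p = 0.553 with an estimated correlation), with the synthesis enzyme gene Fdft1 at -1.19. The position of Fdft1 overlaps another gene with more counts, whose reads may be shared with it. Lysosome genes went both ways: of 35, 11 rose, 12 fell and 12 did not pass the test (set test, adjusted p = 0.562; median -0.10, mean 0.02), and with library sizes as the only scaling 8 rose and 21 fell. Among them were the protease gene Ctsl at 2.44, the autophagy receptor gene Sqstm1 at 2.03, Hexa at -1.33 and Grn at -1.11. Of 19 hypoxia genes, 8 rose, 4 fell and 7 did not pass the test (set test, adjusted p = 0.272), with the oxidoreductase gene Ero1l at 1.79 and the growth factor gene Vegfa at -1.35; the median was 0.21; with library sizes as the only scaling, 5 rose and 4 fell, and it was -0.01. The counts of the LXR, cholesterol, lysosome and hypoxia lists were also the same when adjusted over each list alone.

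In Figure 6B, the paper gives Cxcl10 values for control and heme-treated BMDMs beside groups with IFN-γ, which were not analysed here. In each of the 6 libraries, the Cxcl10 count divided by the paper's value gave a factor between 0.859 and 1.23, and where Cxcl9 had a count (3 and 2 counts in control replicates 1 and 3), its factor was the same as that of Cxcl10 (1.23 and 1.11). Cxcl10 fell from 3.37 ± 1.14 to 0.411 ± 0.251 CPM (SD, n = 3; log2 fold change -3.05, standard error 0.43, adjusted p = 0.000188). Cxcl9 had 5 counts over the controls and 0 over the heme libraries, and Cxcl11 had 0 in all 6, so a difference in them was not detectable at this depth. In the paper's supplementary values, the 3 Cxcl11 values with heme and IFN-γ equal the 3 Cxcl10 values of that group.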
